# The *Caenorhabditis elegans* JNK Signaling Pathway Activates Expression of Stress Response Genes by Derepressing the Fos/HDAC Repressor Complex

**DOI:** 10.1371/journal.pgen.1003315

**Published:** 2013-02-21

**Authors:** Ayuna Hattori, Tomoaki Mizuno, Mayuko Akamatsu, Naoki Hisamoto, Kunihiro Matsumoto

## Abstract

MAP kinases are integral to the mechanisms by which cells respond to a wide variety of environmental stresses. In *Caenorhabditis elegans*, the KGB-1 JNK signaling pathway regulates the response to heavy metal stress. In this study, we identified FOS-1, a bZIP transcription factor, as a target of KGB-1-mediated phosphorylation. We further identified two transcriptional targets of the KGB-1 pathway, *kreg-1* and *kreg-2*/*lys-3*, which are required for the defense against heavy metal stress. FOS-1 plays a critical role in the transcriptional repression of the *kreg-1* gene by recruiting histone deacetylase (HDAC) to its promoter. KGB-1 phosphorylation prevents FOS-1 dimerization and promoter binding, resulting in promoter derepression. Thus, HDAC behaves as a co-repressor modulating FOS-1-mediated transcriptional regulation. This study describes the direct link from JNK signaling, Fos phosphorylation, and regulation of *kreg* gene transcription, which modulates the stress response in *C. elegans*.

## Author Summary

We have investigated the mechanisms by which the soil nematode *Caenorhabditis elegans* regulates its response to environmental stresses. Previously, we showed that a conserved KGB-1 JNK mitogen-activated protein kinase (MAPK) pathway regulates the response to heavy metal stress in *C. elegans*, illustrating that these key stress signaling pathways in mammals are also conserved in *C. elegans*. Various proteins have been identified as potential targets of JNK MAPK in mammals; however, the identification of JNK MAPK physiological substrates has proven more challenging in *C. elegans*. Here we demonstrate that Fos, a bZIP family transcription factor, and HDAC, a Class I histone deacetylase, are crucial components functioning downstream of KGB-1 in the JNK-mediated stress response pathway. We find that FOS-1 functions as a transcriptional repressor by recruiting HDAC to its target promoters. In response to stress, activated KGB-1 relieves this repression via phosphorylation of FOS-1. Thus, this study shows how JNK signaling induces tolerance to stress at the gene level and describes a novel mechanism of gene regulation by which this is effected.

## Introduction

Mitogen-activated protein kinase (MAPK) signal transduction pathways are evolutionarily conserved in eukaryotic cells and transduce signals in response to a variety of extracellular stimuli. Each pathway is composed of three classes of protein kinases: MAPK, MAPK kinase (MAPKK) and MAPK kinase kinase (MAPKKK) [1], [2]. MAPKKK phosphorylates and activates MAPKK, which in turn activates MAPK. This activation cascade can be reversed by phosphatases. In particular, members of the MAPK phosphatase (MKP) family can remove phosphate groups from activated MAPK [1], [2]. Three subgroups of MAPKs have been identified: extracellular signal-regulated kinase (ERK), c-Jun N-terminal kinase (JNK), and p38 kinases [1], [2]. JNK and p38 MAPKs function as key mediators of stress and immune signaling in mammals. The MKK4 and MKK7 MAPKKs have been shown to activate JNK, and the MKK3 and MKK6 MAPKKs serve as the major activators of p38 MAPK. The specific MAPKKs are themselves phosphorylated and activated by specific MAPKKKs. Different MKPs display different activities toward ERK, JNK, and p38.

Invertebrate model organisms such as *Drosophila melanogaster* and *Caenorhabditis elegans* are useful for understanding the effects and interactions of JNK proteins, especially since they are amenable to the analysis of cytoprotective gene expression and the specific contributions of different tissues [3], [4]. Recent studies in *C. elegans* have revealed that the JNK MAPK signaling components are highly conserved between *C. elegans* and mammals. One such *C. elegans* JNK pathway is the KGB-1 pathway, composed of an MLK-type MAPKKK MLK-1, an MKK7-type MAPKK MEK-1 and a JNK-type MAPK KGB-1 [5]. The KGB-1 pathway is required for the protection against heavy metals and protein folding stress [5], [6], [7], and regulates the transcriptional responses to bacterial pore-forming toxins [8]. Another component of this pathway is the MKP VHP-1, which negatively regulates the KGB-1 pathway by dephosphorylating KGB-1 [5]. However, the components that function downstream of the KGB-1 pathway have yet to be elucidated.

Various targets of JNK phosphorylation have been identified in mammalian systems, including members of the basic region leucine zipper (bZIP) family of transcription factors such as ATF2 and Jun [9], [10]. The activating protein 1 complex (AP-1) constitutes an important subset of bZIP transcription factors [9], [10]. AP-1 component proteins interact as homodimers or heterodimers, bind DNA through conserved bZIP domains, and regulate transcription of their target genes. A large body of research supports a model in which extracellular stimuli trigger AP-1 phosphorylation by JNK, leading to reprogramming of target gene expression [11], [12]. Given the importance of chromatin dynamics in the control of gene expression, recent work has focused on factors interacting with AP-1 that can mediate chromatin modification and remodeling, notably enzymes that reversibly modify histone tails by acetylation. The histone deacetylase (HDAC) complex was thus found to inhibit the JNK pathway [13], [14]. Gene repression by the HDAC complex is relieved by phosphorylation of Jun, which causes it to dissociate from the promoter [15], [16]. These findings suggest that chromatin dynamics may play a central role in the cellular response to JNK signaling.

To understand the role of KGB-1 signaling in the heavy metal stress response, we screened for proteins that may interact with KGB-1 and identified FOS-1, a *C. elegans* homolog of Fos, and showed that it functions downstream of KGB-1. In addition, we identified two genes whose expression is induced by copper in a KGB-1-dependent manner: *kreg-1* and *kreg-2* (*KGB-1 regulated genes*). We found that FOS-1 represses transcription via the recruitment of a Class I histone deacetylase HDA-1 to the promoter. Biochemical assays demonstrated that phosphorylation by KGB-1 inhibits FOS-1 self-association and binding to the *kreg-1* promoter. These results suggest that FOS-1 and HDA-1 play an inhibitory role in the response to heavy metal stress, and that the KGB-1 pathway confers tolerance to heavy metals by phosphorylating and thereby negatively regulating FOS-1.

## Results

### KGB-1 interacts with and phosphorylates FOS-1

To identify components that function downstream of KGB-1, we screened a *C. elegans* mixed-stage cDNA library by the yeast two-hybrid method to isolate proteins that interact with KGB-1. Generally, kinase-negative (KN) forms of protein kinases constitutively associate with their substrate. Therefore, as bait we used KGB-1(K67R), a KN form in which Lys-67 in the ATP-binding motif has been mutated to arginine. From this screen, we identified 10 proteins that interact with KGB-1 (Table S1). One of them is FOS-1, an ortholog of the mammalian Fos transcription factor [10], [17]. Because Fos is a known substrate of MAPK in many systems, we considered FOS-1 as a likely substrate of KGB-1. The FOS-1 protein is similar to other Fos proteins in that it possesses a basic DNA-binding domain, a leucine zipper region, and a carboxyl terminus rich in serine and threonine residues, which are typical sites of phosphorylation (Figure 1A). The *fos-1* gene encodes two FOS-1 isoforms, FOS-1A and FOS-1B [17]. As FOS-1A has previously been characterized as a regulator of anchor-cell invasion during nematode development [17], we focused our investigations on the FOS-1B form (hereafter referred to as FOS-1). To confirm an interaction between KGB-1 and FOS-1, we co-expressed HA-tagged KGB-1 KN and T7-tagged FOS-1 in COS-7 cells, immunoprecipitated HA-KGB-1 KN with anti-HA antibodies, and probed for T7-FOS-1 on a Western blot with anti-T7 antibodies. We found that KGB-1 KN co-immunoprecipitated with FOS-1 (Figure 1B), indicating that KGB-1 can physically associate with FOS-1.

**Figure 1:**
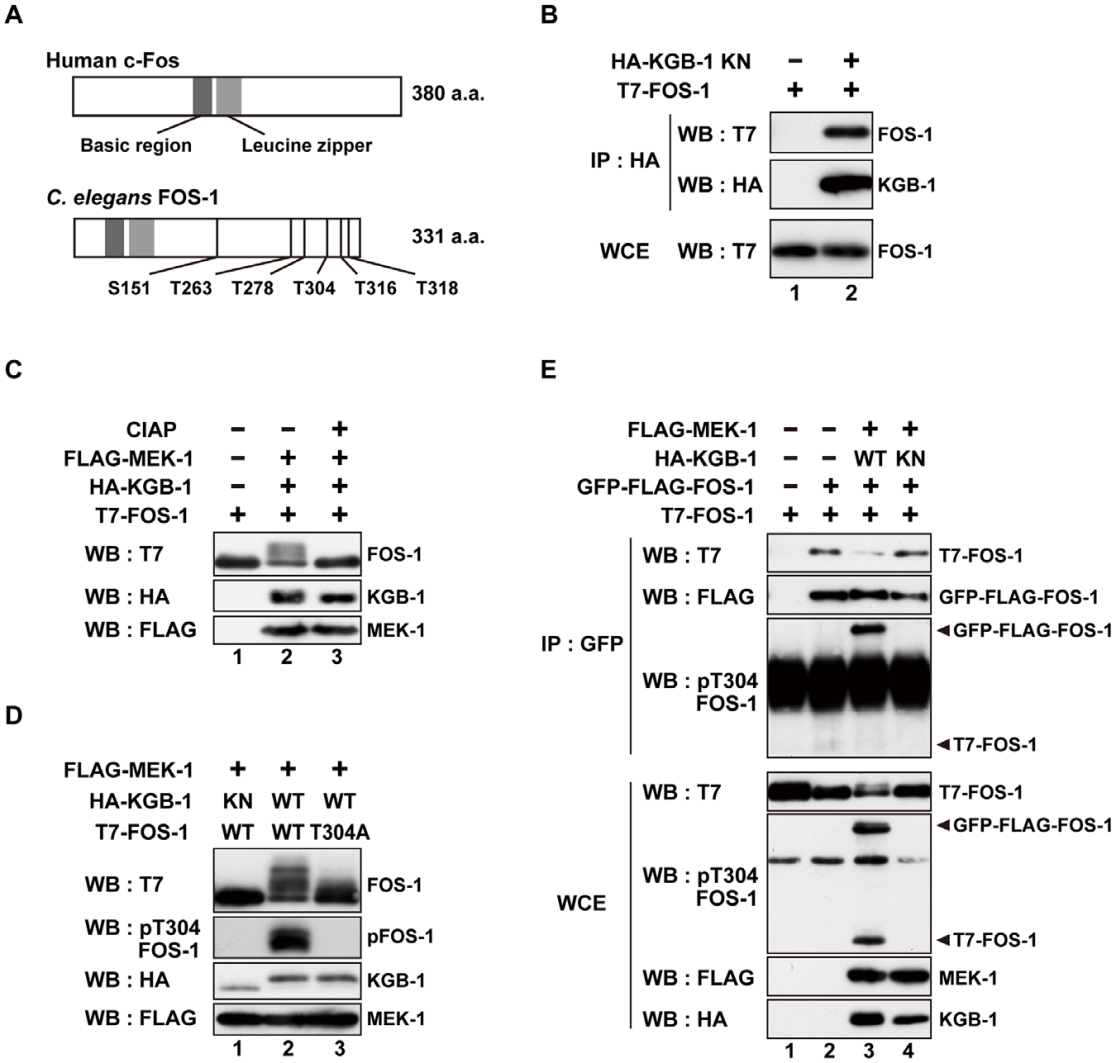
FOS-1 is phosphorylated by KGB-1. (A) Schematic representation of the structures of human c-Fos and *C. elegans* FOS-1 proteins. Dark boxes represent the basic and leucine zipper regions. Six Ser/Thr-Pro motifs are shown. (B) Interaction of FOS-1 with KGB-1. COS-7 cells were co-transfected with expression vectors encoding T7-FOS-1 and HA-KGB-1(K67R; KN) as indicated. Whole cell extracts (WCE) and immunoprecipitated complexes obtained with anti-HA antibodies (IP) were analyzed by Western blot (WB). Experiments were performed five times with similar results. (C, D) Phosphorylation of FOS-1 by KGB-1. COS-7 cells were co-transfected with expression vectors encoding T7-FOS-1 (wild type; WT), T7-FOS-1(T304A), HA-KGB-1 WT, HA-KGB-1 KN, and FLAG-MEK-1 as indicated. Whole cell extracts were incubated in either the absence or presence of calf intestine alkali phosphatase (CIAP) before analyzing by Western blot (C). Experiments were performed three times with similar results. (E) FOS-1 dimerization is inhibited by KGB-1-mediated phosphorylation. COS-7 cells were co-transfected with expression vectors encoding T7-FOS-1 WT, GFP-FLAG-FOS-1 WT, HA-KGB-1 WT, HA-KGB-1 KN, and FLAG-MEK-1 as indicated. Whole cell extracts and immunoprecipitated complexes obtained with anti-GFP antibodies were analyzed by Western blot (WB). Arrowheads indicate the positions of phosphorylated GFP-FLAG-FOS-1 and T7-FOS-1. Experiments were performed three times with similar results.

The physical association of KGB-1 with FOS-1 suggested that FOS-1 may be a phosphorylation target of KGB-1. Indeed, in COS-7 cells, co-expression of KGB-1 activated by MEK-1 resulted in the appearance of slower migrating forms of the FOS-1 protein when analyzed by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) (Figure 1C, lane 2). Pre-treatment of extracts with alkali phosphatase reduced the intensities of the band shifts (Figure 1C, lane 3), which is a typical indicator of dephosphorylation. Expression of MEK-1 in the absence of KGB-1 did not induce any mobility shift (Figure S1A).

The FOS-1 protein contains six putative MAPK phosphorylation sites (S/TP): Ser-151, Thr-263, Thr-278, Thr-304, Thr-316, and Thr-318 (Figure 1A). We generated a mutant form of FOS-1, [FOS-1(6A)], in which all 6 Ser/Thr residues had been changed to Ala. When we analyzed extracts from COS-7 cells transfected with FOS-1(6A) together with active KGB-1, we observed no slowly migrating bands in SDS-PAGE (Figure S2A, lane 12). To identify the specific phosphorylated residue(s) in FOS-1, we introduced various combinations of Ala mutations into the six Ser/Thr residues. We observed that the T304A, T316A, T318A triple mutation completely abrogated phosphorylation of FOS-1 (Figure S2B, lane 9), suggesting that Thr-304, Thr-316, and/or Thr-318 are potential phosphorylation sites. We further generated three FOS-1 mutants that individually changed Thr-304, Thr-316, or Thr-318 to Ala and found that the FOS-1(T304A) mutation exhibited decreased phosphorylation by KGB-1 (Figure 1D, line 3 and Figure S2). These results suggest that T304 is a major site of phosphorylation. However, we did also observe a minor slower-migrating band, indicating that there is some residual phosphorylation of FOS-1(T304A) and that Thr-316 and/or Thr-318 may be minor sites of KGB-1 phosphorylation. To confirm that KGB-1 phosphorylates FOS-1 at the Thr-304 residue, we generated anti-phospho-FOS-1 antibodies that specifically recognize FOS-1 phosphorylated at Thr-304. Transfection with active KGB-1, but not with the kinase-negative mutant KGB-1 KN, resulted in strong reactivity of FOS-1 with this antibody (Figure 1D, lanes 1, 2). In contrast, we found that the FOS-1 (T304A) mutated form could not be detected by this antibody (Figure 1D, lane 3), confirming that it was specific for FOS-1 phosphorylated at Thr-304.

Fos family proteins function as dimers that bind DNA and regulate the transcription of target genes [9], [10], [18]. We therefore next investigated whether FOS-1 undergoes homo-dimerization. FOS-1 was fused to both GFP and FLAG and expressed in COS-7 cells together with T7-FOS-1. We immunoprecipitated the GFP-FLAG-FOS-1 protein with anti-GFP antibodies, and tested for co-precipitation of T7-FOS-1 by blotting with anti-T7 antibodies. We differentiated between GFP-FLAG-FOS-1 and T7-FOS-1 by virtue of their different molecular weights. Indeed, GFP-FLAG-FOS-1 readily co-immunoprecipitated with T7-FOS-1 (Figure 1E, lanes 1, 2), indicating that the two proteins oligomerized, presumably as dimers. We next examined whether KGB-1 phosphorylation correlated with the degree of FOS-1 self-association. Co-expression of active but not inactive KGB-1 resulted in reduced co-immunoprecipitation of T7-FOS-1 with GFP-FLAG-FOS-1 (Figure 1E, lanes 3, 4). We next examined the phosphorylation state of FOS-1 self-association using anti-phospho-FOS-1 antibodies and observed that the phosphorylated form of T7-FOS-1 was not co-precipitated with GFP-FLAG-FOS-1 (Figure 1E, lane 3). This indicates that phosphorylation inhibits self-association of FOS-1. We also generated a mutant intended to mimic FOS-1 phosphorylation by replacing the Thr-304 residue with glutamic acid, with the purpose to examine its self-association potential. However, when expressed in COS-7 cells, FOS-1(T304E) exhibited faster migration on SDS-PAGE compared to wild type FOS-1 (Figure S1B), suggesting that the structure of FOS-1(T304E) is different from that of phosphorylated FOS-1. Thus, this mutation does not appear to mimic FOS-1 phosphorylation.

### FOS-1 negatively regulates the stress response mediated by the KGB-1 pathway

Since the KGB-1 MAPK pathway regulates the response to heavy metal stress [5], [6], [7], we tested whether FOS-1 also regulates the stress response to heavy metals. Existing *fos-1* loss-of-function mutants could not be used to assay for heavy metal toxicity, because they have a sterile phenotype (data not shown). We therefore tested the effect of *fos-1* knockdown on the stress response using a feeding RNA interference (RNAi) method. Animals were placed on agar plates containing copper (Cu^2+^) ions, fed a bacteria strain expressing the double-stranded RNA for *fos-1*, and their development was monitored for any signs of an altered response to heavy metal stress. As shown Figure 2A, *fos-1* RNAi had no effect on the sensitivity to Cu^2+^ ions. Animals treated with *fos-1* RNAi exhibited an everted/protruded vulval phenotype in the adult as observed in *fos-1a* loss-of-function mutants [17]. This indicates that *fos-1* RNAi indeed had caused knockdown of *fos-1*. In contrast to the lack of effect in wild-type animals, *fos-1* RNAi suppressed the sensitivity to Cu^2+^ ions in *kgb-1(km21)* mutants (Figure 2A and Figure S3), suggesting that FOS-1 negatively regulates the tolerance to heavy metal stress.

**Figure 2:**
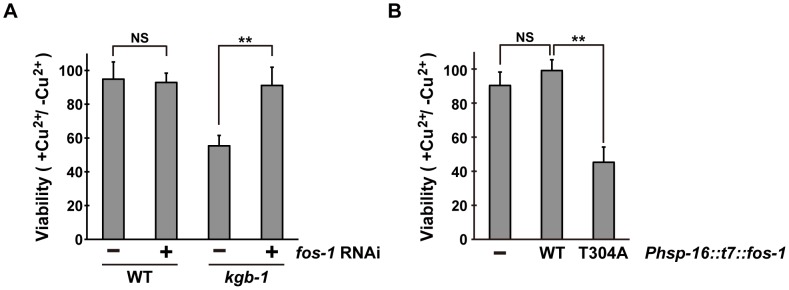
Effect of *fos-1* inhibition on stress sensitivity. (A) Suppression of the *kgb-1* heavy metal-sensitive phenotype by *fos-1* depletion. Each animal was cultured from embryogenesis on normal plates containing copper sulfate (40 µM) and seeded with a bacteria strain expressing the double-stranded RNA for *fos-1*. The relative viability is shown with standard errors. Error bars indicate 95% confidence interval. **P<0.01 as determined by Student's *t* test. NS, not significant. (B) Heavy metal sensitivity caused by FOS-1(T304A) overexpression. Wild-type animals harboring the *Phsp-16::t7::fos-1* transgene as an extrachromosomal array were cultured from embryogenesis on normal plates containing copper sulfate (100 µM). The relative viability is shown with standard errors. **P<0.01 as determined by Student's *t* test. NS, not significant.

The above results raised the possibility that KGB-1-mediated phosphorylation of FOS-1 Thr-304 relieves FOS-1-mediated inhibition in response to stress. To test this possibility, we expressed wild-type FOS-1 or the non-phosphorylatable FOS-1(T304A) mutant from the heat shock promoter (*Phsp-16*) in wild-type animals. We found that expression of FOS-1(T304A) resulted in sensitivity to Cu^2+^ ion compared to expression of wild type FOS-1 (Figure 2B). These results suggest that KGB-1 phosphorylation at Thr-304 negatively regulates FOS-1 function.

### Identification of genes whose transcription is activated by the KGB-1 pathway

To understand how the KGB-1 pathway modulates gene activity and to define the physiological processes in which the heavy metal stress response may be involved, we examined gene expression changes in wild-type and *kgb-1* mutant animals subjected to heavy metal stress by carrying out a microarray analysis (see Materials and Methods) (Figure S4A and Tables S2, S3, S4, S5, S6, S7). 

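Total RNA of 1-day-old adults grown at 20 °C was hybridized to Affymetrix *C. elegans* GeneChips after incubation for 1 h with water or 1 mM copper sulfate. The 4 conditions were untreated and copper-treated wild-type animals and untreated and copper-treated *kgb-1(km21)* mutants, with 1 array each. The authors deposited MAS5 signal intensities on a linear scale, in which every array had already been scaled to a common intensity. The table holds 22625 probe sets, of which 77 are controls and 22548 measure worm transcripts. A probe set was taken as measured where its brighter signal in a comparison reached 100, because detection calls are not part of the deposited table. Signals of at least 100 were found for 10411 probe sets in untreated and 10618 in copper-treated wild-type animals, and for 10509 in untreated and 10560 in copper-treated *kgb-1* mutants. Where the dimmer of 2 signals was below 100, it was raised to 100, and the fold change is given as a lower bound. The log2 ratios of 18 hybridization controls, which are added in the same amount to each sample, had an SD of 0.18 to 0.22 across the comparisons between arrays. With 1 array per condition no biological replicate exists, so a fold change in a single genotype carries no error. The probe set for *kgb-1*, the mutated gene, gave 128 in untreated and 314 in copper-treated wild-type animals and 179.5 and 229 in the mutants. Neither the paper's text nor the array annotation places its probes inside or outside the part deleted in *km21*, so these signals do not check the genotype.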

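The signal of *F53A9.2*, named *kreg-1* in Table S8, was 176 in untreated wild-type animals and 1034 after copper treatment, a 5.87-fold rise. In *kgb-1* mutants it was 37.2 without copper and 122 with copper, so that copper-treated wild-type animals had 8.50 times the signal of copper-treated mutants. The lysozyme gene *lys-3*, named *kreg-2*, had signals of 89.9 and 318 in wild-type animals, a fold change of at least 3.19, and of 4.31 and 15.4 in the mutants, both below the signal minimum. *K11H12.4* had signals of 330.2 and 894 in wild-type animals and 79.4 and 193 in the mutants. The nuclear hormone receptor gene *nhr-50* reached 147 in copper-treated wild-type animals on 1 probe set and 143 on another, against 47.7 and 8.31 in copper-treated mutants. *Y105C5A.12* and *Y105C5A.13* share 1 probe set, with 31.2 and 118 in wild-type animals and 36.5 and 23.0 in the mutants, so the array does not separate these 2 genes. On genome build WBcel235, *kreg-1* lies on chromosome X from 8709764 to 8710015, *lys-3* on chromosome V from 10282100 to 10283544. *nhr-50* lies on chromosome V from 15997726 to 16000631. *K11H12.4* lies on chromosome IV from 674035 to 675883, 43 genes from *kgb-1*, which extends from 405621 to 410033. *Y105C5A.12* lies at 15641476 to 15641799 on that chromosome, inside the span of *Y105C5A.13* from 15641231 to 15643828.

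**Figure D1:**
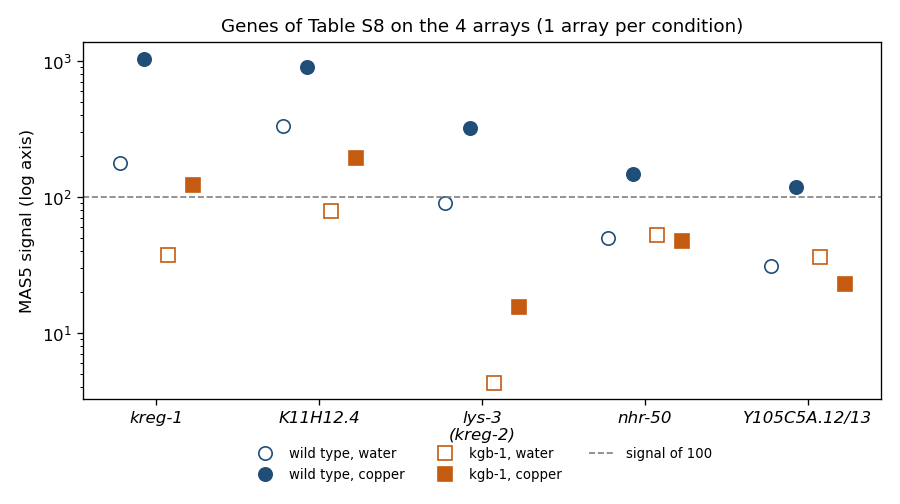
MAS5 signal, on a log axis, of the 5 probe sets that Table S6 lists for the genes of Table S8 (the second probe set of *nhr-50* is not in that table) on each of the 4 arrays (1 array per condition). Blue circles are wild-type animals and orange squares *kgb-1* mutants, open symbols are water and filled symbols copper, and the dashed line is the signal minimum of 100. The filled blue circle is the highest point of each probe set, at 1034 for *kreg-1*.

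In limma with copper and genotype as factors and Benjamini-Hochberg adjustment over all probe sets tested, *kreg-1* passed on the deposited signals for copper (adjusted p = 0.0145, higher in both genotypes) and for genotype (adjusted p = 0.0219, lower in the mutants with and without copper). Its signal in untreated mutants is below 100, so these values rest on a signal under the minimum. With every signal below 100 raised to 100, *kreg-1* passed for neither (log2 change 1.42 with copper, adjusted p = 0.367, and -1.95 between genotypes, adjusted p = 0.319). The error in this test is the disagreement between the 2 genotypes. Raising the untreated mutant signal shrinks the mutant ratio and widens that disagreement (standard error 0.248 before and 0.512 after). A gene induced mainly in 1 genotype fails such a test, so this failure does not decide how *kreg-1* responds. For genotype, a difference between the cultures of the 2 strains that both treatments share is not part of the error. It cannot be told apart from an effect of the mutation. *K11H12.4*, whose signal in untreated mutants is also below 100, passed on the deposited signals (adjusted p = 0.0113 for copper and 0.0194 for genotype from limma with Benjamini-Hochberg adjustment). It did not pass with signals raised (log2 change 1.19, adjusted p = 0.0652, and -1.97, adjusted p = 0.0572). *lys-3* did not pass for copper (adjusted p = 0.348) or for genotype (adjusted p = 0.0829). Of the 6 probe sets for these genes, 2 rose with copper and 2 were lower in the mutants, against 2 and 3 when adjusted over the list alone and 0 and 0 with signals raised. The study chose these genes on the same arrays, so the counts are not independent evidence of their direction. The paper used the arrays as an initial screen for genes induced by copper in wild-type animals whose signal was lower in copper-treated *kgb-1* mutants and whose basal level was not raised in them. It then measured 13 of these by qRT-PCR. From this screen and the qRT-PCR, the paper concludes that the expression of 6 genes is regulated by KGB-1.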

From this, we identified six *kreg* (*KGB-1-regulated gene*) genes whose expression was regulated by KGB-1 (Figure S4B and Table S8). Among these, expression of two of the genes was increased in response to Cu^2+^ ions (Figure S4B and Table S8). These were designated *kreg-1* and *kreg-2*. The protein encoded by *kreg-1* (*F53A9.2*) is a novel 83 amino acids protein with polyhistidine streches, while the *kreg-2* gene is identical to *lys-3*, which encodes a lysozyme. We validated our microarray data by quantitative real-time RT-PCR (qRT-PCR) (Figure 3A and 3B). In wild-type animals, Cu^2+^ induced the expression of both *kreg-1* and *kreg-2*, but in *kgb-1(km21)* mutants induction of both genes was considerably reduced. To determine whether the *kreg* genes play functionally important roles in the resistance to heavy metal stress in *C. elegans* in vivo, we used RNAi to inhibit the expression of *kreg-1* or *kreg-2* and then examined the stress response. RNAis against either *kreg-1* or *kreg-2* caused a partial sensitivity to Cu^2+^ ions (Figure 3C and Figure S5). The *kreg-2*/*lys-3* gene encodes a secreted lysozyme that is presumably involved in anti-bacterial defense [19]. This raised the possibility that there may be a role for bacteria in the susceptibility to heavy metal stress. To test this possibility, we fed the worms on viable versus heat-killed bacteria and asked if this affected their heavy metal sensitivity. We found that heat treatment of bacteria had no effect on either the heavy metal sensitivity in wild-type animals or the heavy metal sensitive phenotype caused by *kgb-1* and *lys-3* mutations (data not shown). Thus, bacteria appear to play no role in the susceptibility to heavy metal stress and it remains unclear how LYS-3 may protect against heavy metal stress.

**Figure 3:**
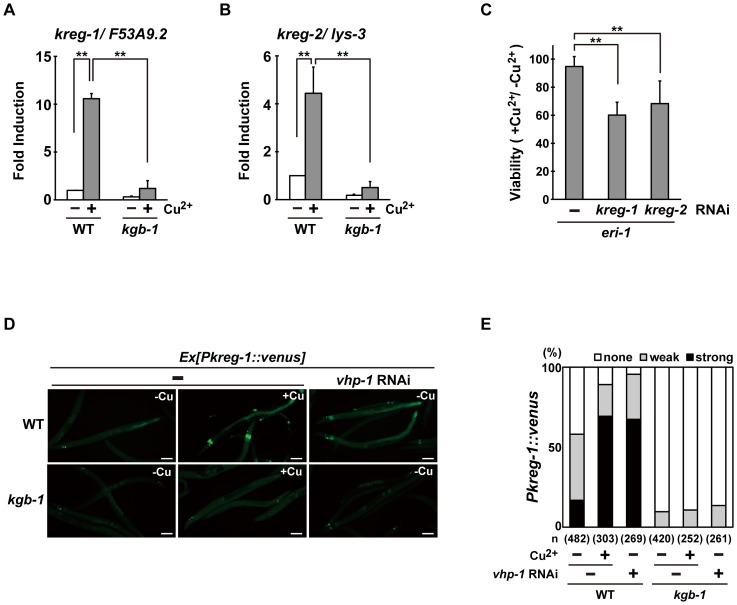
The KGB-1 pathway regulates expression of *kreg* genes. (A, B) Effect of copper ion on expression of *kreg-1* (A) and *kreg-2* (B). Wild-type and *kgb-1* mutant animals were cultured on plates seeded with a bacteria strain. At 3 days after hatching, animals were treated with copper sulfate (1 mM) for 1 hour and total RNA was isolated. Expression of genes was analyzed by qRT-PCR. Data are compared using a one-way ANOVA. **P<0.01. (C) Heavy metal sensitivity caused by inhibition of *kreg* genes. The *eri-1* mutant animals were cultured from embryogenesis on normal plates containing copper sulfate (100 µM) and seeded with bacteria strains expressing the indicated double-stranded RNA. The relative viability is shown with standard errors. Error bars indicate 95% confidence interval. **P<0.01 as determined by Student's *t* test. (D, E) Effect of copper ion on expression of the *kreg-1* reporter. Wild-type and *kgb-1* mutant animals harboring the *Pkreg-1::venus* transgene as an extrachromosomal array were cultured on plates seeded with a bacteria strain expressing the double-stranded RNA for *vhp-1*. At 3 days after hatching, animals were treated with copper sulfate (1 mM) for 1 hour. These animals were then transferred to NGM plates and incubated for 3 hours. Fluorescent (Venus) views are shown in D. Scale bar: 100 µm. “Weak” refers to animals in which intestinal Venus was present at low levels. “Strong” indicates that Venus was present at high levels in most of the intestine. Percentages of animals in each expression category are listed in E. The numbers (n) of animals examined are shown.

To analyze in vivo *kreg-1* expression patterns and to develop tools for further analysis, we generated a *Pkreg-1*::*venus* reporter, consisting of the *kreg-1* promoter driving expression of *venus*. Wild-type animals harboring the *Pkreg-1*::*venus* reporter exhibited weak Venus expression in the absence of Cu^2+^ (Figure 3D and 3E). However, *Pkreg-1::venus* expression was robustly induced in the intestine of animals following incubation with Cu^2+^ (Figure 3D and 3E). To confirm that the *Pkreg-1::venus* reporter behaves similarly to endogenous *kreg-1* mRNA, we tested whether *Pkreg-1::venus* induction is dependent on the KGB-1 MAPK pathway, which is negatively regulated by the VHP-1 phosphatase [5]. In contrast to the wild-type animals, very little *Pkreg-1::venus* expression was induced by Cu^2+^ in *kgb-1(km21)* mutants (Figure 3D and 3E). Treatment of animals with *vhp-1* RNAi resulted in the constitutive expression of the *Pkreg-1::venus* transgene in wild-type, but not in *kgb-1(km21)* animals (Figure 3D and 3E). Thus, the *Pkreg-1::venus* reporter is induced in response to heavy metal stress through the activation of the KGB-1 pathway.

### FOS-1 functions as a repressor of *kreg-1* induction mediated by the KGB-1 pathway

To understand the role of FOS-1 in the induction of *kreg-1* in response to Cu^2+^ stress, we examined the effect of *fos-1* RNAi on *Pkreg-1::venus* expression in *C. elegans*. Treatment with *fos-1* RNAi markedly increased intestinal *Pkreg-1*::*venus* expression even in the absence of Cu^2+^ (Figure 4). The effect of *fos-1* RNAi on expression of *kreg-1* and *kreg-2* was further confirmed by qRT-PCR (Figure S6). These results raised the possibility that FOS-1 functions as a repressor for gene induction activated by the KGB-1 pathway. To test this hypothesis, we carried out epistasis analysis using *fos-1* RNAi and *kgb-1(km21)* mutants. We observed that while expression of the *Pkreg-1::venus* reporter gene was diminished in *kgb-1(km21)* mutants, treatment with *fos-1* RNAi was epistatic to this and resulted in increased *kreg-1* reporter activity (Figure 4). This indicates that FOS-1 functions downstream of KGB-1 as a repressor of *kreg-1* induction by Cu^2+^.

**Figure 4:**
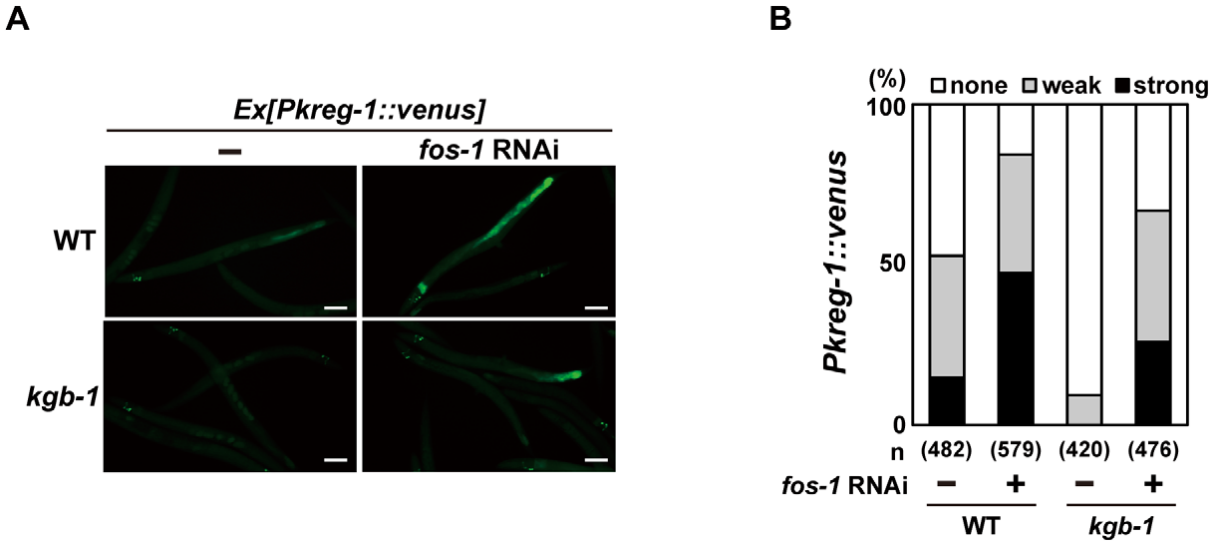
FOS-1 represses *kreg-1* expression. Wild-type and *kgb-1* mutant animals harboring the *Pkreg-1::venus* transgene as an extrachromosomal array were cultured on plates seeded with a bacteria strain expressing the double-stranded RNA for *fos-1*. Fluorescent (Venus) views are shown in A. Scale bar: 100 µm. “Weak” refers to animals in which intestinal Venus was present at low levels. “Strong” indicates that Venus was present at high levels in most of the intestine. Percentages of animals in each expression category are listed in B. The numbers (n) of animals examined are shown.

Incubation with Cu^2+^ induced *Pkreg-1::venus* expression in the intestine in a manner dependent on the KGB-1 pathway. This observation suggests that activation of the KGB-1 pathway in the intestine is critical in the defense against heavy metal stress. Consistent with this, MEK-1, a MAPKK in the KGB-1 pathway, is expressed in intestinal cells [6], [20]. However, we have previously shown that expression of MEK-1 in the epidermis can rescue the Cu^2+^- sensitive phenotype of *mek-1* null mutants [6]. To test whether expression of MEK-1 in the intestine of *mek-1* mutants confers resistance to heavy metal stress, we expressed the *mek-1* cDNA in the intestine using the *elt-2* promoter. The *mek-1(ks54)* deletion mutant carrying *Pelt-2::mek-1* exhibited resistance to heavy metal stress (Figure S7). The *Pkreg-1::venus* reporter may lack the region required for its expression in epidermis.

Fos proteins bind to Jun or other bZIP proteins to create an AP-1 dimer complex, which regulates gene expression [9], [10], [18]. In fact, similar to mammalian and *Drosophila* Fos and Jun proteins, *C. elegans* FOS-1 and JUN-1 form heterodimers [18], [21]. To examine whether *C. elegans jun-1* plays the same role as *fos-1* in modulating *kreg-1* expression, we treated wild-type animals with *jun-1* RNAi, however it failed to increase intestinal *Pkreg-1*::*venus* expression (Figure S8A). ATF-7 is a member of the bZIP transcription factor family and functions in innate immunity mediated by the PMK-1 p38 pathway [22]. We therefore tested the effect of *atf-7* RNAi on *Pkreg-1::venus* reporter activity and similarly observed no effect (Figure S8A). Consistent with these results, neither knockdown of *jun-1* nor a loss-of-function *atf-7(qd22)* mutation resulted in enhanced heavy metal stress sensitivity in wild-type animals or suppression of the stress-sensitive phenotype of *kgb-1* mutants (Figure S8B and S8C). Thus, JUN-1 and ATF-7 do not participate in the heavy metal stress response mediated by the KGB-1 pathway.

The bZIP domain of Fos binds the consensus sequence, TGA(C/G)TCA, called the TPA-responsive element (TRE) [23]. The promoter region of the *kreg-1* gene contains two TRE binding motifs, termed TRE1 and TRE2 (Figure 5A). To determine whether these TRE motifs are required for FOS-1-mediated repression of *Pkreg-1::venus* expression, we deleted each motif independently within the *Pkreg-1::venus* reporter (Figure 5A). Deletion of TRE1 (*Pkreg-1Δtre1::venus*) had no effect on the expression pattern of the transgene (Figure 5B and 5C). In contrast, deletion of TRE2 (*Pkreg-1Δtre2::venus*) resulted in constitutive expression in both wild-type and *kgb-1(km21)* mutant animals (Figure 5B and 5C). Furthermore, we found that treatment with *fos-1* RNAi did not enhance constitutive expression of the *Pkreg-1Δtre2::venus* transgene (Figure 5B and 5C). Thus, the TRE2 binding site is required in cis to mediate repression of *kreg-1* by FOS-1. These results support the possibility that FOS-1 negatively regulates *kreg-1* expression through the TRE2 site in the promoter.

**Figure 5:**
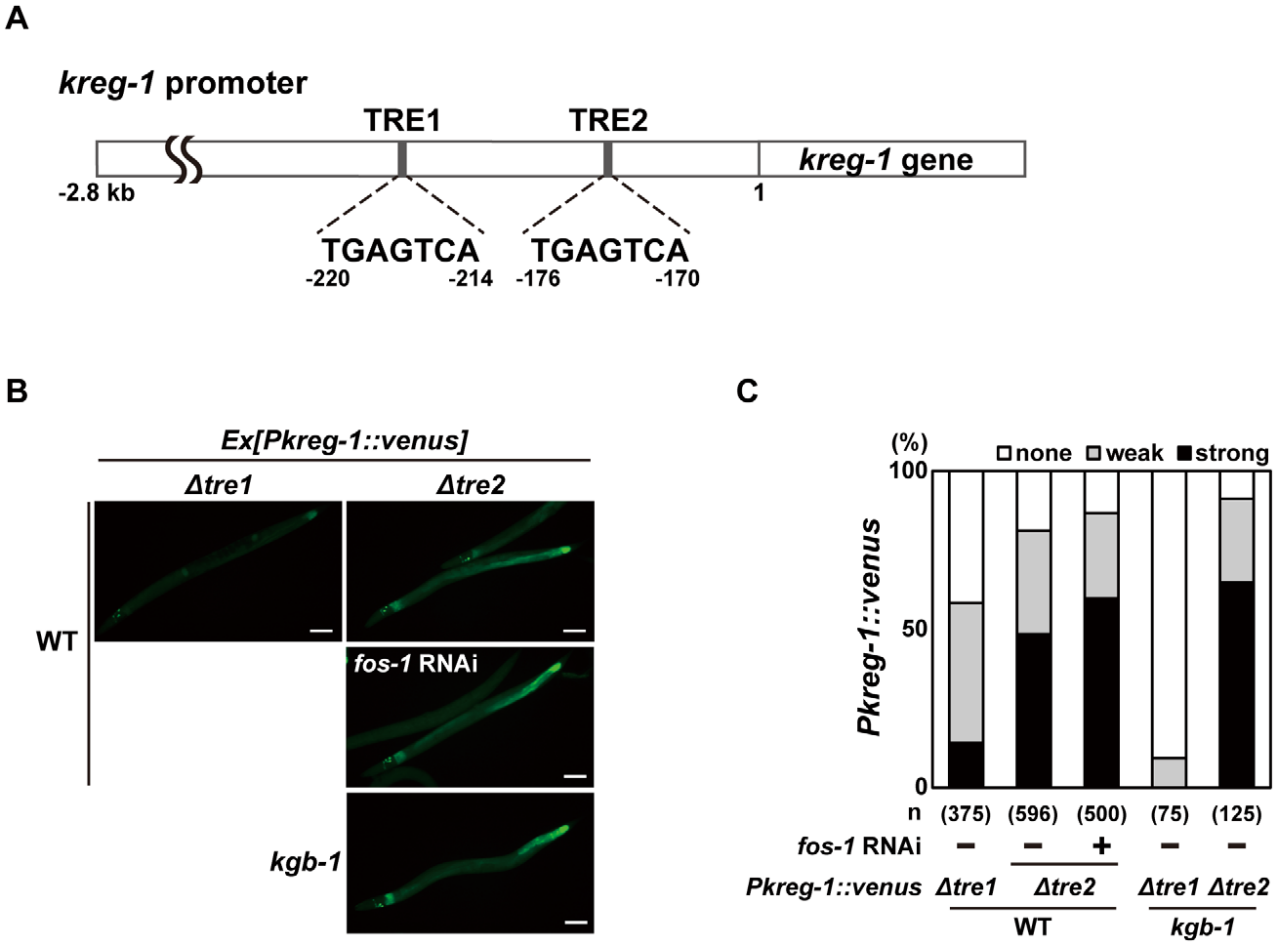
FOS-1 negatively regulates *kreg-1* expression via the TRE2 site. (A) Schematic representation of the structure of the *kreg-1* promoter. Two TRE sites are represented by dark boxes. (B, C) Effect of deletion of the TRE sites on expression of the *kreg-1* reporter. Wild-type and *kgb-1* mutant animals harboring the *Pkreg-1Δtre1::venus* or *Pkreg-1Δtre2::venus* transgene as an extrachromosomal array were cultured on plates seeded with a bacteria strain expressing the double-stranded RNA for *fos-1*. Fluorescent (Venus) views are shown in B. Scale bar: 100 µm. “Weak” refers to animals in which intestinal Venus was present at low levels. “Strong” indicates that Venus was present at high levels in most of the intestine. Percentages of animals in each expression category are listed in C. The numbers (n) of animals examined are shown.

To examine whether FOS-1 binds directly to the *kreg-1* promoter via TRE2, we conducted chromatin immunoprecipitation (ChIP) assays. Human embryonic kidney (HEK) 293 cells were co-transfected with the *Pkreg-1*::*venus* reporter together with either T7-FOS-1 or the negative control T7-hGrhl2. Lysates were immunoprecipitated with anti-T7 antibodies, and quantitative PCR analysis was performed to amplify DNA fragments contained in the immunoprecipitated complexes. PCR analysis showed that FOS-1 bound efficiently to the *kreg-1* promoter, whereas the negative control human Grhl2 protein did not (Figure 6A). We could detect binding of FOS-1 to the *Pkreg-1Δtre1::venus* transgene (data not shown), but not to the *Pkreg-1Δtre2::venus* transgene (Figure 6A), indicating that FOS-1 associates with the *kreg-1* promoter via an interaction with the TRE2 motif.

**Figure 6:**
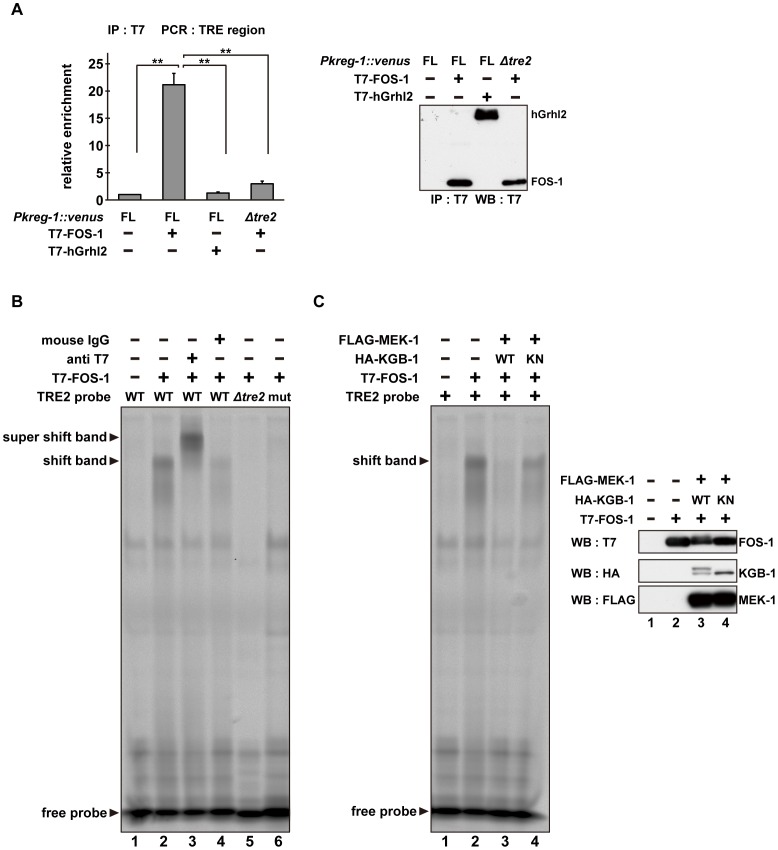
The DNA binding activity of FOS-1 is inhibited by KGB-1-mediated phosphorylation. (A) FOS-1 binds to the TRE2 sites. HEK293 cells were co-transfected with the *Pkreg-1::venus* construct together with expression vectors encoding T7-FOS-1 or T7-hGrhl2 as indicated. For chromatin immunoprecipitation assays, immunoprecipitated complexes obtained with anti-T7 antibodies were analyzed by quantitative PCR. Data are compared using a one-way ANOVA. **P<0.01. Immunoprecipitated T7-FOS-1 and T7-hGrhl2 were monitored by Western blot. (B, C) Effect of FOS-1 phosphorylation by KGB-1 on the TRE2 binding activity. COS-7 cells were co-transfected with expression vectors encoding T7-FOS-1, HA-KGB-1 WT, HA-KGB-1 KN, and FLAG-MEK-1 as indicated. For gel retardation assays, cell extracts were incubated with the TRE2 retardation probes. Anti-T7 antibodies or normal mouse IgG were added in the binding reactions (B). Expression of T7-FOS-1, HA-KGB-1, and FLAG-MEK-1 was monitored by Western blot. Experiments were performed three times with similar results.

As shown above, self-association of FOS-1 is prevented by KGB-1-mediated phosphorylation. We next addressed whether FOS-1 phosphorylation affects its ability to interact with the TRE2 element of the *kreg-1* promoter. Cell extracts obtained from COS-7 cells expressing T7-FOS-1 were incubated with probes and analyzed in a gel-retardation assay. We found that FOS-1 was able to associate with a probe containing the optimal TRE2 sequence, but not with a probe in which the core 6 bases of TRE2 were deleted (Figure 6B, lanes 1, 2, 5). To further confirm the interaction of FOS-1 with the TRE2 element, we utilized site-directed mutagenesis to convert the consensus TGAGTCA sequence to AAGCTTA in the TRE2 element. A similar alteration has been shown to inhibit the AP-1-DNA interaction [24]. Indeed, we observed that FOS-1 was not able to bind to the mutated TRE2 probe (Figure 6B, lane 6). In addition, the protein-DNA complex was supershifted by pre-incubation with anti-T7 antibody (Figure 6B, lane 3), indicating that T7-FOS-1 is involved in this complex. When MEK-1 and KGB-1 were co-expressed with T7-FOS-1 in COS-7 cells, the association of FOS-1 with the optimal TRE2 probe was decreased (Figure 6C, lanes 1–3). This reduction was dependent on the kinase activity of KGB-1 (Figure 6C, lane 4). Thus, FOS-1 phosphorylation by KGB-1 decreases the association of FOS-1 with its target gene promoter. Taken together, these results suggest that the KGB-1 pathway activates transcription of target genes by phosphorylation of FOS-1, which inhibits FOS-1 self-association and binding to its target promoter.

### *C. elegans* histone deacetylase HDA-1 functions as a negative regulator of *kreg-1* induction mediated by the KGB-1 pathway

How does FOS-1 repress *kreg-1* transcription? Given the importance of chromatin dynamics in the control of gene expression, recent work has focused on AP-1 interaction partners capable of chromatin remodeling and modification [13]–[16], [25], [26]. It has been reported that AP-1, during the innate immune response, recruits HDAC1, a member of the Class I histone deacetylase (HDAC) family, to the promoter of a gene that encodes an antibacterial protein where it deacetylates promoter-associated histones [26]. Therefore, we examined whether HDACs might affect *Pkreg-1::venus* expression. *C. elegans* possesses three HDAC genes, *hda-1*, *hda-2* and *hda-3*, which encode Class I HDAC homologs [27], [28]. We found that treatment with *hda-1* RNAi resulted in constitutive expression of the *Pkreg-1::venus* reporter in wild-type animals (Figure 7A and 7B). Furthermore, *hda-1* knockdown significantly restored loss of intestinal *Pkreg-1*::*venus* expression in *kgb-1(km21)* mutants (Figure 7A and 7B). We also found that *hda-1* RNAi had little effect on the constitutive expression caused by the *Δtre2* deletion of the *Pkreg-1::venus* reporter (Figure 7A and 7B), indicating that negative regulation of *kreg-1* expression by HDA-1 requires the TRE2 motif in the promoter. In addition, we observed by qRT-PCR that *hda-1* RNAi enhanced expression of the *kreg-2* gene (Figure S9), confirming that this effect is not specific only to *kreg-1*.

**Figure 7:**
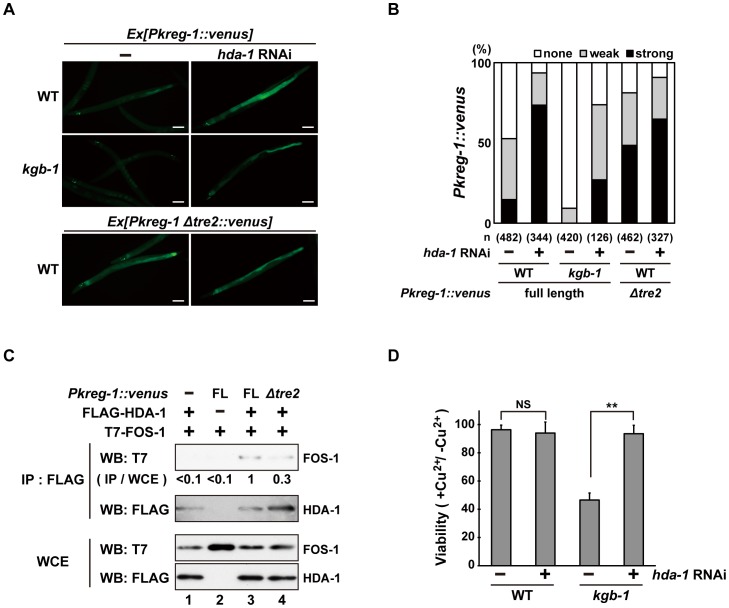
HDA-1 functions cooperatively with FOS-1. (A, B) Effect of *hda-1* depletion on expression of the *kreg-1* reporter. Wild-type and *kgb-1* mutant animals harboring the *Pkreg-1::venus* transgenes as an extrachromosomal array were cultured on plates seeded with a bacteria strain expressing the double-stranded RNA for *hda-1*. Fluorescent (Venus) views are shown in A. Scale bar: 100 µm. “Weak” refers to animals in which intestinal Venus was present at low levels. “Strong” indicates that Venus was present at high levels in most of the intestine. Percentages of animals in each expression category are listed in B. The numbers (n) of animals examined are shown. (C) Interaction of HDA-1 with FOS-1. HEK293 cells were co-transfected with the *Pkreg-1::venus* construct and expression vectors encoding FLAG-HDA-1 and T7-FOS-1 as indicated. Whole cell extracts and immunoprecipitated complexes obtained with anti-FLAG antibodies were analyzed by Western blot. FOS-1 signal intensities in co-immunoprecipitates with HDA-1 were quantitated and normalized to those in whole cell extracts. Relative levels of immunoprecipitated FOS-1 are shown. Experiments were performed three times with similar results. (D) Suppression of the *kgb-1* heavy metal-sensitive phenotype by *hda-1* depletion. Each animal was cultured from embryogenesis on normal plates containing copper sulfate (40 µM) and seeded with a bacteria strain expressing the double-stranded RNA for *hda-1*. The relative viability is shown with standard errors. Error bars indicate 95% confidence interval. **P<0.01 as determined by Student's *t* test. NS, not significant.

Next we asked whether FOS-1 could interact with HDA-1. T7-FOS-1 and FLAG-HDA-1 were co-expressed in HEK293 cells. We immunoprecipitated FLAG-HDA-1 with anti-FLAG antibodies, and probed for the T7-FOS-1 on a Western blot with anti-T7 antibodies. We failed to detect an association between FOS1- and HDA-1 (Figure 7C, lane 1). However, if we transfected in the *Pkreg-1::venus* reporter along with T7-FOS-1 and FLAG-HDA-1, we could detect an association between FOS-1 and HDA-1 (Figure 7C, lane 3). Furthermore, removal of the TRE2 site from the *Pkreg-1*::*venus* reporter reduced this interaction (Figure 7C, lane 4). These results suggest that HDA-1 and FOS-1 can associate on the *kreg-1* promoter.

Finally, we examined whether HDA-1 contributes to the response to heavy metal stress. Knockdown of *hda-1* by RNAi in wild-type animals had no effect on their sensitivity to Cu^2+^ ions (Figure 7D). In contrast, knockdown of *hda-1* by RNAi suppressed the sensitivity to Cu^2+^ ions in *kgb-1(km21)* mutants. Thus, HDA-1 negatively regulates the heavy metal stress response, consistent with the observation that *kreg-1* expression is repressed by HDA-1.

## Discussion

JNK MAPK cascades are pivotal signaling modules controlling diverse signal transduction pathways in eukaryotes. The *C. elegans* KGB-1 JNK pathway regulates the stress response to heavy metals [5], [6], [7]. In this study, we present functional evidence showing that FOS-1, a bZIP transcription factor homologous to human Fos, and HDA-1, a member of the Class I histone deacetylase family, are crucial components functioning downstream in the KGB-1-mediated stress response pathway (Figure 8). In the absence of stress, FOS-1 and HDA-1 act cooperatively to repress transcription of target genes involved in the heavy metal stress response. In response to stress, activated KGB-1 relieves this repression by phosphorylating FOS-1. Thus, we provide a mechanistic linkage between FOS-1 phosphorylation, the degree of its dimerization and its biological activity/function.

**Figure 8:**
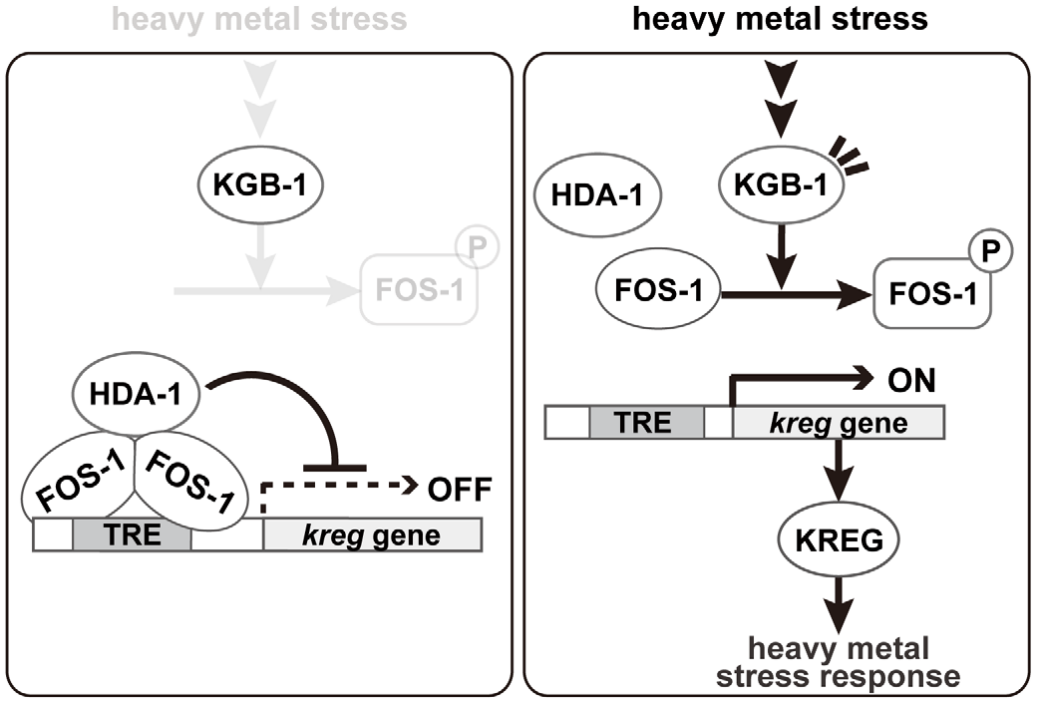
Proposed model for the KGB-1 pathway in stress response. In the absence of heavy metal stress, FOS-1 forms homodimers and binds to the TRE2 motif in the *kreg* target promoter. FOS-1 dimerization potentiates recruitment of HDA-1 to the promoter. The FOS-1/HDA-1 repressor complex represses transcription of *kreg* target genes (left panel). In the presence of heavy metal stress, the KGB-1 pathway is activated and FOS-1 is phosphorylated by KGB-1. FOS-1 phosphorylation leads to a switch from dimer to monomer, resulting in dissociation of the FOS-1/HDA-1 repressor complex from the target promoter that activates transcription of *kreg* genes (right panel).

### Identification of target genes downstream of the KGB-1 pathway

A key step in understanding the KGB-1 JNK pathway is the identification of downstream targets that are activated by KGB-1 and that perform the actual protective function. Analysis of gene expression comparing wild type and *kgb-1* mutants has led to the identification of two targets of the KGB-1 pathway, namely *kreg-1* and *kreg-2*/*lys-3*. Both targets are transcriptionally induced by stress, both require the KGB-1 pathway for their full induction, and both are required for protection of the animal against heavy metal stress. These data suggest that activation of the KGB-1 pathway leads to increased production of these proteins that this in turn leads to protection and defense against heavy metal stress.

The identity of one of these genes is particularly revealing: The protein encoded by *kreg-1* contains polyhistidine stretches, which are well known to bind metal ions (e.g. Ni^2+^, Cu^2+^, Co^2+^ and Zn^2+^) and widely used as an affinity tag [29]. A previous study also revealed that Hpn, a 60 amino acids protein with polyhistidine stretches in *Helicobacter pylori*, preferentially binds Cu^2+^ ion and is able to confer copper resistance when expressed in *Escherichia coli* [30]. Thus, we speculate that the KREG-1 protein may confer resistance to Cu^2+^ stress by chelating this ion through these polyhistidine stretches.

### Role of FOS-1 in the KGB-1 pathway

In this study, we identified the FOS-1 bZIP transcription factor as a downstream component of the KGB-1 pathway. FOS-1 was isolated as a protein that binds to KGB-1 and we showed that KGB-1 phosphorylates FOS-1 in the C-terminal regulatory region. Fos and Jun of bZIP transcription factors form part of the AP-1 transcription factor complexes [18], [23]. These transcription factors are homologous within two adjacent domains: a basic region and a leucine zipper motif, which are necessary for DNA binding and factor dimerization, respectively. Indeed, *C. elegans* FOS-1 acts as an activator of spermathecal-specific *plc-1* gene expression by forming heterodimers with JUN-1 [21]. In addition, a genome-wide RNAi screen identified *fos-1* and *jun-1* as genes important for the KGB-1-mediated defense pathway against pore-forming toxins made by soil bacterium [8]. Thus, it is likely that the JNK-AP-1 pathway has the role in protection against pore-forming toxins by regulating transcriptional responses. However, we found that JUN-1 is not involved in the KGB-1-mediated stress response pathway. We demonstrated that FOS-1 is capable of forming homodimers and acts as a repressor of its target gene expression. Dimerization of FOS-1 most likely serves to enhance its DNA binding affinity to target promoters and it is therefore likely that the *C. elegans* FOS-1 binding partner determines whether FOS-1 functions as a repressor or activator.

It has been proposed that bZIP transcription factors can switch between repressor and activator mode, as illustrated by the transcriptional regulation of *C. elegans* ATF-7 and the yeast Sko1p resulting from MAPK activation [22], [31]. Activation of the PMK-1 p38 MAPK pathway in response to pathogen infection results in PMK-1 phosphorylation of ATF-7, leading to a switch in ATF-7 from a transcriptional repressor to an activator [22]. In yeast, Sko1p is phosphorylated via the Hog1p MAPK pathway in response to osmotic stress, and this converts Sko1p from a repressor to an activator [31]. Here, we found that depletion of FOS-1 suppressed the heavy metal sensitivity of *kgb-1* mutants, but had no effect on the heavy metal sensitivity in wild-type animals. These results strongly suggest that FOS-1 simply acts as a transcriptional repressor of the heavy metal stress response mediated by the KGB-1 pathway. Thus, FOS-1 regulation of the heavy metal stress response does not appear to involve switching of its transcriptional regulation activity.

Our analysis showing FOS-1 phosphorylation by KGB-1 and its biological consequences has provided some novel molecular insights into the regulation of FOS-1. We found that phosphorylation blocks FOS-1 dimer formation and that this results in reduced binding to the promoter of target genes. We imagine that dimeric FOS-1 binds DNA with a higher affinity than the monomeric form. Based on these data, we propose that activation of the KGB-1 pathway in response to heavy metal stress results in FOS-1 phosphorylation, leading to a switch of FOS-1 from dimer to monomer and consequent loss of promoter binding (Figure 8).

### Mechanism of FOS-1/HDA-1-mediated control of gene expression in the KGB-1 pathway

How does FOS-1 act as a repressor of *kreg-1* transcription? Our results suggest that the HDA-1 histone deacetylase co-operates with FOS-1 to repress transcription of the *kreg-1* gene (Figure 8). Many transcription factors have been shown to recruit protein complexes that locally alter the acetylation of histones. Recruitment of HDAC can lead to transcriptional repression, whereas recruitment of histone acetyltransferase can lead to transcriptional activation. These results suggest that FOS-1 acts as a transcriptional repressor by recruiting HDA-1 to the promoter of the *kreg-1* gene. Therefore, it is quite likely that KGB-1 activates *kreg-1* expression by derepressing this FOS-1/HDA-1 repressor complex (Figure 8). In this model, FOS-1 forms homodimers and binds to the TRE2 motif in the *kreg-1* promoter. FOS-1 dimerization might also potentiate the recruitment of HDA-1 to the promoter. Thus, the FOS-1/HDA-1 repressor complex may function to prevent inadvertent activation of the *kreg* genes in the absence of heavy metal stress. When signaled by heavy metal stress, KGB-1 is activated and phosphorylates FOS-1, which leads to dissociation of the FOS-1 dimer and dissociation of the FOS-1/HDA-1 repressor complex from the *kreg-1* promoter, resulting in the activation of *kreg-1* expression.

The ability of Fos to function as a repressor has also been described in *Drosophila* [14]. HDAC is recruited to promoters occupied by unphosphorylated DFos and represses transcription of its target genes. JNK-mediated phosphorylation of DFos not only releases the HDAC corepressor complex and leads to activation by derepression but also unmasks the function of histone acetyltransferase and results in increased transcriptional efficiency. However, the mechanism of *C. elegans* FOS-1 derepression described here represents a unique case where transcription factor phosphorylation leads to reduced dimerization, DNA binding and loss of HDAC association. Comparing *Drosophila* Fos and *C. elegans* FOS-1, we find that significant homology is present only in the adjacent basic and leucine zipper motifs. In addition, the amino acid sequence of the region flanking the phosphorylation sites is not conserved between *Drosophila* Fos and *C. elegans* FOS-1 [32]. Nevertheless, the basic mechanisms of JNK-mediated phosphorylation of Fos and its effects on Fos/HDAC repressor complex formation are evolutionally conserved between *C. elegans* and *Drosophila*. This finding thus reveals a common underlying mechanism by which the JNK signaling pathway modulates the activities of the Fos family of bZIP transcription factors.

In summary, we have described a mechanism of transcriptional regulation whereby KGB-1 activates expression of the stress response genes by promoting the dissociation of a FOS-1/HDA-1 repressor complex. This is a new finding that could provide valuable insights into the stress response in the context of the whole organism. It would greatly enhance our understanding of the stress response mediated by JNK signaling to elucidate how the *kreg* genes confer tolerance to heavy metals in *C. elegans*.

## Materials and Methods

### Plasmids

The yeast expression vector for the LexA DNA-binding domain (DBD)-fused KGB-1(K67R) was constructed by inserting each coding sequence into pBTM116. The mammalian expression vectors for HA epitope-tagged KGB-1 (HA-KGB-1) and FLAG epitope-tagged MEK-1 (FLAG-MEK-1) were described previously [5]. The cDNA for *fos-1* was isolated by the Y. Kohara EST project (National Institute of Genetics, Mishima, Japan). The cDNAs for *hda-1* and human *Grhl2* were amplified by PCR from *C. elegans* and human cDNA libraries, respectively, and completely sequenced. The mammalian expression constructs for T7-FOS-1, GFP-FLAG-FOS-1, FLAG-HDA-1 and T7-hGrhl2 were constructed by inserting each coding sequence into a vector expressing epitope-tagged protein under the control of the cytomegalovirus (CMV) promoter. Each coding sequence was amplified by PCR using primer sets to create restriction sites immediately before the first codon and after the stop codon. Mutated forms of FOS-1 were made by oligonucleotide-directed PCR and the mutations were verified by DNA sequencing. To construct the *Phsp-16::t7::fos-1* plasmids, each *t7::fos-1* fragment from the mammalian expression vectors for T7-FOS-1 was subcloned into the pPD49.78 vector. Gateway cloning technology (Invitrogen) was used to construct the *Pkreg-1*::*venus* plasmid for expression in animals. The *Pkreg-1*::*venus* plasmid was constructed by fusion of the *venus* coding sequence to a 2.8 kbp genomic fragment containing the *kreg-1* promoter. Deletions of *Pkreg-1*::*venus* were made by oligonucleotide-directed PCR and the deletions were verified by DNA sequencing. The *Pelt-2::mek-1::venus* plasmid was constructed by fusing three DNA fragments in the following order: a 2.9 kbp genomic fragment containing the *elt-2* promoter, the *mek-1* coding sequence, and the *venus* coding sequence. The *Pmek-1::mek-1::venus*, *Pttx-3::gfp* and *sur-5::gfp* plasmids were described previously [6], [33], [34].

### Antibodies

Anti-phospho-FOS-1 rabbit polyclonal antibody was raised against a synthetic phospho-polypeptide, CSNTGL(P)TPSGQP [(p), phosphorylated], which corresponds to the C-terminal portion of FOS-1 and affinity purified. Anti-HA monoclonal antibody 16B12 (Covance), anti-FLAG monoclonal antibody M2 (Sigma), anti-T7 monoclonal antibody (Novagen) and anti-GFP polyclonal antibody (Clontech) were used.

### *C. elegans* strains

All strains were maintained on nematode growth medium (NGM) plates at 20°C and fed with bacteria of the OP50 strain, as described [35]. The alleles used in this study were N2 Bristol as the wild type, *kgb-1(km21)*, *mek-1(ks54)*, *atf-7(qd22)*, and *eri-1(mg366)*. Strains carrying the *Phsp-16::t7::fos-1* transgene were generated by injecting this DNA together with the *sur-5::gfp* plasmid, which expresses GFP in the nuclei of most somatic cells from embryogenesis, into the gonads of young adult N2 animals as described [36]. Strains carrying the *Pkreg-1*::*venus* transgene were generated by injecting this DNA together with the *Pttx-3::gfp* plasmid, which expresses GFP in a pair of AIY interneurons, into the gonads of young adult N2 animals.

### Stress sensitivity

Assays for the effect of *fos-1* transgenes on heavy metal toxicity were carried out as follows. Animals were grown and allowed to lay eggs on NGM plates seeded with bacteria of the OP50 strain. Embryos expressing GFP were transferred to NGM plates containing the indicated concentrations of copper sulfate. After incubation for 1 day at 20°C, the numbers of hatched embryos were determined by counting unhatched embryos. After additional incubation for 3 days either at 20°C or 33°C for 1 hour twice a day, the animals that developed into adulthood were counted. The percentage of adults was calculated by multiplying the number of adults by 100 and dividing by the number of hatched animals. The relative viability was estimated by dividing the percentage of adults in the presence of heavy metals by the percentage of adults in the absence of heavy metals.

Assays for the effect of RNAi on heavy metal toxicity were performed as follows. Animals were grown and allowed to lay eggs on NGM plates seeded with bacteria of the OP50 strain. Embryos were transferred to NGM plates containing the indicated concentrations of copper sulfate and seeded with bacteria of the HT115 strain carrying plasmids expressing the respective double-stranded RNAs for *fos-1*, *kreg-1*, *kreg-2*, *jun-1* or *hda-1*. After incubation for 1 day at 20°C, the numbers of hatched embryos were determined by counting unhatched embryos. The animals that developed into adulthood were counted 4 days after egg laying. The relative viability was estimated as described above.

### RNA isolation, microarray, and real-time qRT–PCR

Adult worms of each strain were incubated with H_2_O or 1 mM copper sulfate for 1 hour. Total RNA was then prepared using Trizol reagent (Invitrogen), followed by DNase I treatment, phenol/chloroform extraction and ethanol precipitation. RNA was dissolved in water and used as a template for a genome-wide microarray analysis and real-time qRT-PCR. Affymetrix GeneChip microarray processing was performed once by Takara Bio Inc. according to the manufacturer's protocol (Affymetrix). Briefly, total RNA was prepared from wild-type and *kgb-1* mutant animals subjected to Cu^2+^ ion exposure or left untreated (control). Biotinylated cRNA was hybridized to Affymetrix Genechips containing probes against 22,500 transcripts. qRT-PCR was performed with a 7300 real-time RT-PCR system (Applied Biosystems) using SYBR Premix Ex Taq (Takara). A standard curve was generated from diluted RNA derived from wild-type animals, and levels of gene expression were normalized to *act-1* expression.

### Identification of *kreg* genes

The microarray results were used as an initial screen to identify genes whose expression was increased in response to Cu^2+^ ions and in a manner dependent on KGB-1. We selected target genes by the following process (Figure S4A). First, transcript expression levels were compared between animals with or without Cu^2+^ treatment (Tables S2 and S3). 

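Copper raised and lowered many transcripts in wild-type animals and *kgb-1* mutants alike. The probe set that Table S4 names *numr-1* and *numr-2*, metal-responsive genes, gave 50.9 and 6362 in untreated and copper-treated wild-type animals and 35.5 and 7165 in the mutants, a rise of at least 63.6-fold and at least 71.6-fold. *zip-10*, which encodes a bZIP transcription factor, rose 5.16-fold in each genotype. *F26A1.8* fell 13.8-fold in wild-type animals, from 3833 to 277, and 16.0-fold in the mutants, from 3736 to 233. Of 25 probe sets for epidermal antimicrobial peptides, 12 rose, none fell and 13 did not pass the test (15 rose and 1 fell when adjusted over the list alone). Among them, *nlp-29* rose 3.84-fold in wild-type animals and 3.75-fold in the mutants, and *nlp-30* rose 5.81-fold and 4.89-fold. Most of the 12 carry a suffix for shared sequences and *cnc-7* has more than 1 of them, so 12 is not a count of separate genes. Of 8 probe sets for the O-acyltransferase family, membrane proteins predicted to transfer acyl groups, 4 rose (5 rose and 3 fell when adjusted over the list alone), among them *oac-14*, from 103 to 566 and from 97.3 to 473. The array holds 60 probe sets of this family, and in each list only those with at least 100 on any array were tested. Some reached it only with copper, such as *oac-31* (8.50 and 659 in wild-type animals), so 4 of 8 is not a share of the family. Of 25 probe sets for glutathione S-transferases, which conjugate glutathione to reactive compounds, 3 rose, namely *gst-30*, *gst-13* and *gst-33* (8 rose and 2 fell when adjusted over the list alone). In a list of 27 for oxidative stress and glutathione, the 3 that rose were *gst-30*, *gst-13* and *gcs-1*, the gene for the first enzyme of glutathione synthesis (7 when adjusted over the list alone). Of 23 probe sets for the metal response, 5 rose (5 rose and 1 fell when adjusted over the list alone), namely that for *numr-1* and *numr-2*, all 3 probe sets of the zinc transporter gene *ttm-1*, and *cdr-4*, which rose 2.21-fold in wild-type animals and 1.84-fold in the mutants. Of 15 probe sets for inducible heat shock genes, 3 rose (9 when adjusted over the list alone), while *hsp-16.2*, a small heat shock protein gene, gave 622 and 828 in wild-type animals and 579.7 and 1077 in the mutants and did not pass. Of 27 probe sets for immediate-early and stress transcription factors, 3 rose (4 rose and 3 fell when adjusted over the list alone), namely *zip-10*, *pqm-1* and 1 of 2 probe sets of *fos-1*, the gene for the Fos homolog studied here. That probe set of *fos-1* gave 296 and 604 in wild-type animals and 262 and 467 in the mutants (log2 change 0.93, adjusted p = 0.0303 from limma with Benjamini-Hochberg adjustment, higher in both genotypes). The other probe set gave 184 and 217, and 121 and 261 (adjusted p = 0.331).
The test was limma on log2 signal with copper and genotype as factors, run on 11266 probe sets with a signal of at least 100 on any array. At a Benjamini-Hochberg adjusted p under 0.05 it called 133 probe sets higher and 39 lower with copper. Without genotype as a factor it called 65 and 25, and with any array left out between 56 and 149 higher and between 8 and 207 lower, the last without the copper-treated mutant array, where more fell than rose. For *numr-1* and *numr-2*, with the untreated signals raised to 100, the shared log2 change was 6.08 (adjusted p = 2.38e-04 from limma, higher in both genotypes). On the deposited signals it was 2.37 for *zip-10* (adjusted p = 9.40e-04) and for *F26A1.8* -3.90 (adjusted p = 1.82e-04), each in the same direction in both genotypes. Its residual, with 1 degree of freedom before moderation, is the disagreement between the 2 genotypes, so a gene induced in only 1 genotype fails it by construction. The median signal of all probe sets was 0.13 higher on the log2 scale in copper-treated than in untreated wild-type animals. The median log2 ratio was 0.23 for probe sets with a mean signal under 50 and 0.01 over the 11266 tested. Scaling to equal medians therefore lowers bright signals for a shift of dim ones. With every array scaled to the same median, the test called 179 probe sets higher and 138 lower, including all 133 and all 39. With every signal below 100 raised to 100, it called 97 higher and 28 lower. Among them were 12 probe sets for antimicrobial peptides, 3 for O-acyltransferases, 3 for glutathione S-transferases and 2 for the metal response. *gcs-1*, with no signal below 100, no longer passed (adjusted p = 0.066 from limma). *fos-1* did not pass (adjusted p = 0.0706), although its own signals and log2 change are the same in both fits. Its standard error was 0.132 before and 0.145 after, since the moderated variance, its degrees of freedom (prior 5.19 and 4.34) and the adjustment draw on all probe sets.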

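Among the probe sets of Table S4, *F41C3.2* rose 10.4-fold in wild-type animals, from 136 to 1421, and 12.1-fold in *kgb-1* mutants, from 149 to 1804. *ora-1* rose 9.71-fold, from 163 to 1586, and 10.4-fold, from 161 to 1678. *cest-24*, an esterase gene, rose 4.98-fold in wild-type animals and 4.57-fold in the mutants. *srlf-34* rose 8.27-fold in wild-type animals and 5.86-fold in the mutants, and *F56D5.3* rose 7.42-fold and 6.19-fold. The shared log2 changes were 3.49 for *F41C3.2* and 3.33 for *ora-1* (adjusted p = 2.46e-04 for each from limma with Benjamini-Hochberg adjustment, higher in both genotypes), 2.25 for *cest-24* (adjusted p = 0.00129), 2.80 for *srlf-34* (adjusted p = 9.33e-04) and 2.76 for *F56D5.3* (adjusted p = 9.33e-04). In the deposited signals every probe set of the table had a ratio over 2 in wild-type animals, with a median log2 ratio of 1.30. In the mutants 122 of them had a ratio over 2 and 212 did not, 262 had a log2 ratio above 0, and the median was 0.73. The table was selected on the wild-type arrays, so a lower median on the other pair of arrays is not independent evidence of a weaker response. In copper-treated wild-type animals 197 of the probe sets had a signal of at least 100 and 137 a signal below it, down to 20.6. The shared test covered 200 of the probe sets and called 100 of them higher with copper.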

334 genes were chosen that were up-regulated greater than 2-fold by Cu^2+^ in wild-type animals (Table S4). Second, we compared Cu^2+^-mediated gene induction in wild-type versus *kgb-1* mutant animals to identify genes whose induction was affected by *kgb-1*. 

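The claudin-like gene *clc-19*, listed as *T24C4.4*, had a signal of 1057 in copper-treated wild-type animals and 294 in copper-treated *kgb-1* mutants, a 3.60-fold difference, although copper raised it 2.97-fold in wild-type animals and 2.18-fold in the mutants. The collagen gene *col-97* gave 219 without and 563 with copper in wild-type animals and 102 and 121 in the mutants, but 186 and 207.5 in wild-type animals on another probe set. *tsp-1*, a tetraspanin gene, gave 148 and 310.2 in wild-type animals and 47.2 and 41.2 in the mutants. *K10D11.5* gave 126 and 286 in wild-type animals and 128 and 131 in the mutants. *irg-1*, a gene of the response to infection, gave 89.1 and 190.4 in wild-type animals and 49.7 and 61.5 in the mutants. Neither *col-97*, *tsp-1*, *K10D11.5* nor *irg-1* was called by the test of the shared copper effect, and these 4 genes were named after their values were seen. Among the probe sets of Table S4, 68 had more than 2 times the signal in copper-treated wild-type animals than in copper-treated mutants, which is the rule in the legend of Figure S4, and these are the 68 probe sets that Table S5 holds. In 44 of them all 4 signals were below 100, in 24 the signal of copper-treated wild-type animals was at least 100, and the median of that signal was 74.4. A ratio in *kgb-1* mutants below 50% of that in wild-type animals, the rule in the wording of the methods, was met by 122 probe sets of Table S4, of which 53 are in Table S5.

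**Figure D2:**
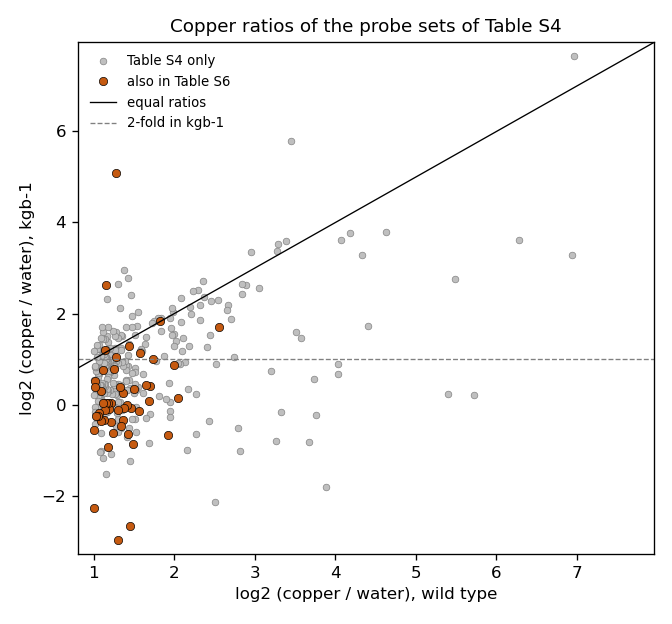
Each of the 334 points is a probe set of Table S4, with its log2 ratio of copper-treated over untreated signal in wild-type animals on the x axis and in *kgb-1* mutants on the y axis. Orange points are the 50 probe sets also in Table S6, the solid line marks equal ratios and the dashed line a 2-fold rise in the mutants, above which 122 points lie.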

We identified 66 genes whose induction by Cu^2+^ in *kgb-1* mutants was <50% of the induction seen in wild-type animals (Table S5). Third, we compared basal expression levels between wild-type and *kgb-1* mutant animals, since basal activity of KGB-1 can be detected in wild-type animals [5], [6]. We identified 50 genes whose basal expression was decreased or not changed in *kgb-1* mutants versus wild-type animals (Table S6). 

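Of the 50 probe sets of Table S6, 12 had less than 50% of the wild-type signal in untreated *kgb-1* mutants, and in 7 of these the untreated wild-type signal was at least 100. *K09D9.1* had 410.2 in untreated wild-type animals and 165 in untreated mutants, and copper raised it to 902 and 380.0, that is 2.20-fold and 2.30-fold. Its log2 signal was lower in the mutants by -1.28 (adjusted p = 0.0251 from limma with Benjamini-Hochberg adjustment, lower with and without copper) and rose with copper by 1.17 (adjusted p = 0.0113). On the deposited signals *kreg-1*, *K11H12.4*, *clc-19* and *K09D9.1* were the 4 probe sets of Table S6 that were both raised by copper and lower in the mutants in this test, and the galectin gene *lec-11* was the only other on the array. With signals below 100 raised to 100, *clc-19* and *K09D9.1* passed for copper and none of the 5 for genotype. Over all 11266 probe sets tested, 32 were lower and 6 higher in the mutants, against 92 and 30 with every array scaled to the same median. The counts were 2 and 0 with signals below 100 raised to 100, 2 and 0 without copper as a factor, and 0 to 3 and 0 to 1 with any array left out. The 2 that passed with signals raised were *M02H5.8* and *ZK105.1*. The ratio of 3' to 5' signal of the catalase control, a sign of RNA quality, was also lower in the mutants, 3.63 and 2.90 against 4.61 and 4.62 in wild-type animals. A difference between the cultures of the 2 strains that both treatments share would also count as genotype in this test. *M02H5.8* gave 676 and 716 in wild-type animals and 71.5 and 84.5 in the mutants, at least 6.76-fold lower without copper (log2 difference -2.80 with signals below 100 raised to 100, adjusted p = 0.0244 from limma with Benjamini-Hochberg adjustment). Of 146 probe sets for collagens and the cuticle, 6 were lower, 1 was higher and 139 did not pass the test (31 lower and 4 higher when adjusted over the list alone). Among them, the collagen gene *col-63* gave 755 in untreated wild-type animals and 109 in untreated mutants (log2 difference -2.48, adjusted p = 0.0194), and the collagen gene *dpy-17* was higher in the mutants, 1341 against 2372 without copper (log2 difference 0.87, adjusted p = 0.0397). The C-type lectin gene *clec-66* was 3.56-fold lower and the cytochrome P450 gene *cyp-13A5* 2.65-fold lower in untreated mutants, each the only member of its family to pass among 59 and 34 probe sets (10 lower and 9 higher, and 2 lower, when adjusted over each list alone). Of 43 probe sets for genes named *msp*, *gsp*, *spe* and *ssp*, mostly sperm genes, none passed (21 lower when adjusted over the list alone, and 26 lower at an unadjusted p under 0.05 from limma). Their median log2 difference was -0.30 without and -0.33 with copper, the first below the medians of all 10000 random lists of the same size and signal. Most of the 43 carry a suffix for shared sequences and several carry more than 1 gene symbol, so they overlap in what they measure. The random lists were not matched for such overlap, so neither this rank nor the counts stand for 43 separate genes. The list also holds 3 probe sets of *gsp-1* and *gsp-2*, phosphatase genes that are not specific to sperm, and the medians of the other 40 were -0.31 and -0.35.
The same steps, applied to all probe sets with at least 100 in copper-treated wild-type animals, selected 32 for wild-type animals. With the genotypes exchanged 14 were selected for the mutants (21 and 13 with equal medians, 13 and 5 with an offset of 32, and 15 and 5 with signals below 100 raised to 100). The second step compares copper-treated signals, so a selected probe set need not have a larger copper ratio. Most of the 32 did, but *lys-3* and *K09D9.1* did not. Their log2 copper ratios were 1.842 and 1.203 in the mutants, against 1.825 and 1.136 in wild-type animals. Among the 14 was the sulfate transporter gene *sulp-2*, with 181 and 408 in wild-type animals and 259.8 and 841 in the mutants. The step on basal expression, read as a signal in untreated mutants not over 2 times that in untreated wild-type animals, was met by 53 probe sets of Table S5, namely the 50 of Table S6 and those for *K01D12.9*, *clec-55* and *K04F1.9*. In 28 of the 50 all 4 signals were below 100, and 14 of the 50 passed both 2-fold steps with every signal below 100 raised to 100.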

Finally, data were manually curated to remove genes no longer predicted to be expressed using data available in Wormbase. From this we chose the top 13 genes whose expression was significantly induced by Cu^2+^ in wild-type animals (Table S7). 

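Apart from the genes named in Table S8, *T24C4.4* was the brightest of the 13 genes, with 355 in untreated wild-type animals and 135 in untreated *kgb-1* mutants. *ugt-13*, a UDP-glucuronosyltransferase gene, gave 109.9 and 437 in wild-type animals and 114 and 209 in the mutants, a ratio of 3.98 and 1.84. *nlp-24*, a neuropeptide-like protein gene, gave 74.2 and 239 in wild-type animals and 59.5 and 62.7 in the mutants. *T28A11.4* gave 34.5 and 142 in wild-type animals and 50.2 and 55.2 in the mutants. The signals of *C14C6.12*, *M04C3.2*, *W04E12.4* and *Y17D7B.3* stayed below 100 on all 4 arrays, with 84.2, 32.2, 35.1 and 77.8 in copper-treated wild-type animals, so no fold change is given for them. The log2 signal of *T24C4.4* rose with copper by 1.35 (adjusted p = 0.0149 from limma with Benjamini-Hochberg adjustment, higher in both genotypes) and differed by -1.62 between mutants and wild-type animals (adjusted p = 0.0240), against adjusted p = 0.0428 and 0.0732 where signals below 100 on the array were raised to 100. *ugt-13* did not pass for copper (adjusted p = 0.0877 from limma with Benjamini-Hochberg adjustment), nor did *nlp-24* (adjusted p = 0.474) or *T28A11.4* (adjusted p = 0.492). Of 8 probe sets for the 13 genes that carry 1 current symbol and reached 100, without that of *T24C4.4*, 2 rose with copper (3 when adjusted over the list alone) and 2 were lower in the mutants (3 when adjusted over the list alone). Because the 13 genes were chosen on these arrays, neither count is independent evidence of their direction.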

We then re-examined regulation of these genes in a more quantitative manner by qRT-PCR (Figure S4B). From this we obtained a final list of 6 genes whose regulation was reproducibly affected by *kgb-1* (Table S8).

Microarray data for the Cu^2+^-treated/non-treated wild-type animals and Cu^2+^-treated/non-treated *kgb-1* mutant animals have been deposited in NCBI-GEO with the accession numbers GSE42703. The following links have been created to allow review of records GSE42703: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE42703

### Reporter assay

Wild-type and *kgb-1* mutant animals harboring the *Pkreg-1::venus* transgene as an extrachromosomal array were cultured on plates seeded with a bacteria strain expressing the respective double-stranded RNAs for *vhp-1*, *fos-1*, *jun-1*, *atf-7 or hda-1*. At 3 days after hatching, animals were treated with copper sulfate (1 mM) for 1 hour. These animals were then transferred to NGM plates and incubated for 3 hours. The percentages of animals in each expression category are listed. “Weak” refers to animals in which intestinal Venus was present at low levels. “Strong” indicates that Venus was present at high levels in most of the intestine.

### Phosphatase treatment, immunoprecipitation, and ChIP assays

For phosphatase treatment, cell lysates were incubated with or without calf intestinal alkaline phosphatase (NEB) at 36°C for 5 minutes. Immunoprecipitation from COS-7 cells was carried out as described previously [37]. For immunoprecipitation from HEK293 cells, cells were pretreated with 1% paraformaldehyde in PBS for 10 minutes and glycine at a final concentration of 0.125 M for 5 minutes and collected. The ChIP assay was performed using ChIP-IT Express Enzymatic Shearing (Active Motif) according to the manufacturer's instructions. In brief, the soluble chromatin extracts were prepared from 2×10^8^ HEK293 cells, and immunoprecipitated with anti-T7 monoclonal antibodies and protein G magnetic beads (VERITAS) overnight. The immunoprecipitated DNA-histone complexes were incubated overnight at 65°C to reverse cross-linking and then treated with RNase A and protease K. Purified DNA fragments were subjected to quantitative PCR.

### Gel-retardation assays

Transfected COS-7 cells were lysed in lysis buffer containing 20 mM HEPES (pH 7.4), 150 mM NaCl, 12.5 mM β-glycerophosphate, 1.5 mM MgCl_2_, 2 mM EGTA, 10 mM NaF, 2 mM dithiothreitol, 1 mM Na_3_VO_4_, 1 mM phenylmethylsulfonyl fluoride, 100 units/ml aprotinin, 0.5% Triton X-100. Binding reactions were performed at room temperature for 30 minutes by incubating cell extracts and Cy5.5-labeled retardation probes in binding buffer containing 25 mM Tris (pH7.9), 250 mM KCl, 1 mM EDTA, 5% glycerol, 1 mM dithiothreitol, 0.25 mg/ml BSA, 0.1% Triton X-100 and 0.1 µg/ml of poly(dI)•poly(dC). The samples were analyzed on 3–12% polyacrylamide gels. For supershift experiments, anti-T7 antibodies or normal mouse IgG (Santa Cruz) (1 µg per lane) were added in the binding reactions. The sequences of the gel retardation probes are as follows: TRE2 probe, 5′-AATTGCTGAGTCACAGACAT-3′; mutated TRE2 probe, 5′-AATTGCAAGCTTACAGACAT-3′; probe deleting the core 6 bases of TRE2, 5′-AAATAATTGCCAGACATTAC-3′. TRE2 and mutated TRE2 are underlined.

### Yeast two-hybrid screening

The LexA DBD-KGB-1 (K67R) plasmid was used as bait to screen the *Caenorhabditis elegans* cDNA library in pACTII [38]. The bait plasmid and the library cDNAs were co-transformed into the *Saccharomyces cerevisiae* reporter strain L40 [*MAT*a, *trp1*, *leu2*, *his3*, *LYS2*::(*lexAop*)_4_-*HIS3*, *URA3*::(*lexAop*)_8_-*LacZ*]. Yeast cells were plated onto a synthetic medium plate lacking histidine and containing 3-amino triazole, and allowed to grow at 30°C. Transformants grown on selective medium plates were then streaked on selective medium plates again. Plasmids were collected from colonies that grew on selective medium plates and subjected to DNA sequencing.

## Supporting Information

Figure S1 FOS-1 is phosphorylated by KGB-1. (A) Phosphorylation of FOS-1 by KGB-1. COS-7 cells were co-transfected with expression vectors encoding T7-FOS-1, HA-KGB-1, and FLAG-MEK-1 as indicated. Whole cell extracts were analyzed by Western blot. (B) Effect of the T304E mutation on FOS-1. COS-7 cells were transfected with expression vectors encoding T7-FOS-1 WT and FOS-1(T304E) as indicated. Whole cell extracts were analyzed by Western blot.
(TIF)

Figure S2 Sites of FOS-1 phosphorylation by KGB-1. (A, B) COS-7 cells were co-transfected with expression vectors encoding T7-FOS-1 variants, HA-KGB-1 WT, HA-KGB-1 KN, and FLAG-MEK-1 as indicated. Whole cell extracts were analyzed by Western blot. In the FOS-1 variants, each Ser or Thr residue was replaced with Ala.
(TIF)

Figure S3 Effect of *fos-1* inhibition on stress sensitivity. Each animal was cultured from embryogenesis on normal plates containing copper sulfate (40 µM) and seeded with a bacteria strain expressing the double-stranded RNA for *fos-1*. The percentages of worms reaching adulthood 4 days after egg laying are shown with standard errors. Error bars indicate 95% confidence interval. **P<0.01 as determined by Student's *t* test. NS, not significant.
(TIF)

Figure S4 Identification of *kreg* genes. (A) Flow chart for microarray screening. Comparisons among groups subjected to different treatments are presented. There were 334 genes whose expression was up-regulated >2-fold between Cu^2+^-treated/non-treated wild-type animals. Of these 334 genes, 66 genes showed >2-fold up-regulation in Cu^2+^-treated wild-type animals/Cu^2+^-treated *kgb-1* animals. Of these 66 genes, 50 showed increase or no change in non-treated wild-type animals/non-treated *kgb-1* animals. (B) qRT-PCR analysis of genes isolated from microarray screen. Wild-type and *kgb-1* mutant animals were cultured on plates seeded with a bacteria strain. At 3 days after hatching, animals were treated with copper sulfate (1 mM) for 1 hour and total RNA was isolated. Expression of genes was analyzed by qRT-PCR and six genes were identified as *kreg* (*KGB-1-regulated gene*). Data are compared using a one-way ANOVA. *P<0.05, **P<0.01. NS, not significant.
(TIF)

Figure S5 Heavy metal sensitivity caused by inhibition of *kreg* genes. The *eri-1* mutant animals were cultured from embryogenesis on normal plates containing copper sulfate (100 µM) and seeded with bacteria strains expressing the indicated double-stranded RNA. The percentages of worms reaching adulthood 4 days after egg laying are shown with standard errors. Error bars indicate 95% confidence interval. **P<0.01 as determined by Student's *t* test. NS, not significant.
(TIF)

Figure S6 FOS-1 represses *kreg* expression. Wild-type and *kgb-1* mutant animals were cultured on plates seeded with a bacteria strain expressing the double-stranded RNA for *fos-1*. Total RNA was isolated and expression of *kreg-1* (A) and *kreg-2* (B) was analyzed by qRT-PCR. Data are compared using a one-way ANOVA. **P<0.01.
(TIF)

Figure S7 Expression of *mek-1* in the intestine determines resistance to heavy metal stress. Each animal was cultured from embryogenesis on normal plates containing copper sulfate (100 µM). The relative viability is shown with standard errors. Error bars indicate 95% confidence interval. **P<0.01 as determined by Student's *t* test.
(TIF)

Figure S8 Effects of JUN-1 and ATF-7 on the KGB-1 pathway. (A) Effect of JUN-1 and ATF-7 on *kreg-1* expression. Wild-type animals harboring the *Pkreg-1::venus* transgene as an extrachromosomal array were cultured on plates seeded with a bacteria strain expressing the double-stranded RNA for *fos-1*, *jun-1* or *atf-7*. “Weak” refers to animals in which intestinal Venus was present at low levels. “Strong” indicates that Venus was present at high levels in most of the intestine. Percentages of animals in each expression category are listed. The numbers (n) of animals examined are shown. (B) Effect of JUN-1 on heavy metal sensitivity. Each animal was cultured from embryogenesis on normal plates containing copper sulfate (40 µM) and seeded with a bacteria strain expressing the double-stranded RNA for *jun-1*. The percentages of worms reaching adulthood 4 days after egg laying are shown with standard errors. Error bars indicate 95% confidence interval. **P<0.01 as determined by Student's *t* test. NS, not significant. (C) Effect of ATF-7 on heavy metal sensitivity. Each animal was cultured from embryogenesis on normal plates containing copper sulfate (40 µM). The percentages of worms reaching adulthood 4 days after egg laying are shown with standard errors.
(TIF)

Figure S9 Effect of *hda-1* depletion on expression of *kreg-1* and *kreg-2* genes. Wild-type and *kgb-1* mutant animals were cultured on plates seeded with a bacteria strain expressing the double-stranded RNA for *hda-1*. Total RNA was isolated and expression of *kreg-1* (A) and *kreg-2* (B) was analyzed by qRT-PCR. Data are compared using a one-way ANOVA. **P<0.01.
(TIF)

Table S1 List of KGB-1 interacting proteins isolated by yeast two-hybrid screening. A *C. elegans* mixed-stage cDNA library were screened by the yeast two-hybrid method to isolate proteins that interact with KGB-1. From this screen, we identified 10 proteins that interact with KGB-1.
(XLS)

Table S2 Comparison of transcript expression levels between wild-type animals with or without Cu^2+^ treatment. A microarray analysis was carried out to examine gene expression changes in wild-type animals subjected to heavy metal stress. Transcript expression levels were compared between wild-type animals with or without Cu^2+^ treatment.

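Table S2 lists for each probe set the signal in untreated and in copper-treated wild-type animals with a detection call, present, marginal or absent, which MAS5 derives from the matched and mismatched probes of a probe set. The copy at hand ends before the last of its 22548 lines, and in the lines held both signals equal the deposited ones within a relative tolerance of 0.001. Over the lines held of Tables S2 and S3, 95.3% of the 2038 signals of at least 100 and 16.7% of the 2034 signals below 100 were called present. Among the lines held of Table S2, 131 had a ratio over 2, and the 20 of these called present after copper treatment are the 20 that Table S4 lists. Over the whole array, 230 probe sets had a ratio over 2 and 118 a ratio under 0.5 in wild-type animals, with the brighter signal at least 100. *W06H8.2* had a signal of 5.71 without and 703 with copper, at least 7.03-fold, and *oac-31*, of the O-acyltransferase family, 8.50 and 659, at least 6.59-fold. *C23G10.11* gave 1418 and 149.8, a 9.46-fold fall, and *F45D3.3* gave 1427 and 181, a 7.88-fold fall. With signals below 100 raised to 100, the shared log2 changes were 2.63 for *W06H8.2* (adjusted p = 0.00605 from limma with Benjamini-Hochberg adjustment), 2.50 for *oac-31* (adjusted p = 0.00740) and -3.50 for *C23G10.11* (adjusted p = 0.00432). On the deposited signals it was -2.95 for *F45D3.3* (adjusted p = 3.63e-04), and each change was in the same direction in both genotypes. When every array was scaled to the same median signal, 165 probe sets had a ratio over 2 and 191 a ratio under 0.5. That scaling lowers all copper-treated wild-type signals for a shift seen among dim probe sets.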

(XLSX)

Table S3 Comparison of transcript expression levels between *kgb-1* mutant animals with or without Cu^2+^ treatment. A microarray analysis was carried out to examine gene expression changes in *kgb-1* mutant animals subjected to heavy metal stress. Transcript expression levels were compared between *kgb-1* mutant animals with or without Cu^2+^ treatment.

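In *kgb-1* mutants, 165 probe sets had a ratio of copper-treated over untreated signal above 2 and 82 a ratio under 0.5, with the brighter signal at least 100. *C45B2.2* had a signal of 36.6 without and 424 with copper, at least 4.24-fold, and *F57H12.6* had 20.7 and 212, at least 2.12-fold. *dpf-6*, which encodes a dipeptidyl peptidase-like protein, gave 763 and 137, a 5.56-fold fall, and *C11G10.1* gave 425 and 87.8, a fall of at least 4.25-fold. The signals of these genes moved in the same direction in wild-type animals. The shared log2 change was -2.37 for *dpf-6* on the deposited signals (adjusted p = 0.00110 from limma with Benjamini-Hochberg adjustment). With signals below 100 raised to 100, they were 2.45 for *C45B2.2* (adjusted p = 0.0156), -2.01 for *C11G10.1* (adjusted p = 0.00881) and 1.44 for *F57H12.6*, which then did not pass (adjusted p = 0.0590). Of the probe sets with a ratio over 2, 97 had one over 2 in both genotypes, where 3.37 would be shared if the 2 sets were independent, and 26 had one under 0.5 in both, where 0.859 would be shared. Of the 230 probe sets with a ratio over 2 in wild-type animals, 196 had a log2 ratio above 0 in the mutants, with a median of 0.90. Where the brighter signal reached 100 in each genotype, none had a ratio over 2 in wild-type animals and under 0.5 in the mutants, and 1, for *hecd-1*, had the opposite combination. With both mutant signals below 100, 3 of the 230, for *K04F1.9*, *lab-2* and *col-148*, had a ratio under 0.5 in the mutants. Across the 11266 probe sets with a signal of at least 100 on any array, the log2 ratios in the 2 genotypes had a Pearson correlation of 0.511, where the values are genes and not independent replicates.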

(XLSX)

Table S4 List of genes that were up-regulated by Cu^2+^ in wild-type animals. A microarray analysis was carried out to examine gene expression changes in wild-type and *kgb-1* mutant animals subjected to heavy metal stress. 334 genes were chosen that were up-regulated greater than 2-fold by Cu^2+^ in wild-type animals.
(XLSX)

Table S5 List of genes whose induction by Cu^2+^ in *kgb-1* mutants was <50% of the induction seen in wild-type animals. Among the 334 genes listed in Table S4, we identified 66 genes whose induction by Cu^2+^ in *kgb-1* mutants was <50% of the induction seen in wild-type animals.
(XLSX)

Table S6 List of genes whose basal expression was decreased or not changed in *kgb-1* mutants versus wild-type animals. Among the 66 genes listed in Table S5, we identified 50 genes whose basal expression was decreased or not changed in *kgb-1* mutants versus wild-type animals.
(XLSX)

Table S7 List of the top thirteen genes whose expression was significantly induced by Cu^2+^ in wild-type animals. Among the 50 genes listed in Table S6, we manually removed genes no longer predicted to be expressed, and selected the top 13 genes whose expression was significantly induced by Cu^2+^ in wild-type animals.
(XLSX)

Table S8 List of six *kreg* genes. We analyzed the 13 genes listed in Table S7 by qRT-PCR and confirmed that six of these are genes whose expression is regulated by KGB-1. These were designated as *kreg* genes (*KGB-1-regulated gene*).
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

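Affymetrix *C. elegans* GeneChips measured the RNA of untreated and copper-treated wild-type animals and *kgb-1(km21)* mutants, 1 array per condition. The authors had the arrays processed once by a service company and deposited MAS5 signal intensities on a linear scale, each array scaled so that the mean of the probe sets, without the highest and lowest 2%, is 500.1. The MAS5 version is not stated in the paper's text or the sample labels. The deposited table has no detection calls. These were read from the first 1018 lines of Tables S2 and S3, in which the signals equal the deposited ones, and the copies at hand end there, so no test used the full tables.

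Probe sets were named by the gene table of the array platform, matched by Entrez identifier to the RefSeq annotation of genome build WBcel235. Of 22625 probe sets, 21653 are in that table, 972 are not, 887 carry several symbols and 20766 carry 1 symbol. A probe set with several symbols was not named, except where the paper's tables name it. Annotation was used for names, positions and gene order only. The signals were taken as deposited. A probe set was counted as changed 2-fold where the ratio of its 2 signals was over 2 or under 0.5 and the brighter signal was at least 100. A fold change with the dimmer signal below 100 was computed against 100 and is given as a lower bound, and none is given where both were below 100. Log2 ratios and the fits used the deposited signals without an offset.

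The selection of the study was applied in its 3 steps as the legend of Figure S4 gives them, both to the probe sets of Tables S4, S5 and S6 and to all probe sets, and once more with the genotypes exchanged. The effects of copper and of genotype were tested with limma 3.58.1 in R 4.3.3 on log2 signal, with both factors in the model, moderation with a mean-variance trend and Benjamini-Hochberg adjustment, at an adjusted p under 0.05, on the 11266 probe sets with a signal of at least 100 on any array. The fit leaves 1 residual degree of freedom, and the prior adds 5.19. No interaction could be tested with 1 array per condition. The residual does not hold a difference between the cultures of the 2 strains that both treatments share, so such a difference counts as genotype. The fit was tested on simulated data with 200 changed probe sets, in which it called 49 of 50 raised by 1, 50 of 50 raised by 2, 50 of 50 raised by 3 and 39 of 50 lowered by 1 on the log2 scale, with 9 false calls. The simulated noise was normal, with no genotype effect and the same copper change in both genotypes. These counts therefore give no error rate for the calls on the arrays. The median log2 ratio of a gene list was set beside those of 10000 random lists of the same size, drawn from 20 bins of mean signal. Medians and counts were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.

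The comparisons, 35 gene lists of pathways, gene families, tissues and the study's own selections, the alternatives and the rule for named genes were fixed before the data were examined, apart from the signals in the first 1018 lines of Tables S2 and S3, which had been seen. The rule takes the genes named in the paper's text and in Tables S1, S7 and S8, the 10 largest rises and falls with copper in each genotype and between untreated genotypes, the 10 largest differences of each selection, the 10 smallest adjusted p in each direction of each test, and up to 4 members of each list. Other genes are named where a count is small or where they pass a list's test, and these were chosen after their values were seen. The alternatives were a signal minimum of 50 or 200 or none, quantile normalization, scaling of each array to the same median, an offset of 32 added to each signal, only probe sets without a suffix for shared sequences, the other wording of a selection step, a fit without the second factor, and each array left out in turn. Raising every signal below 100 to 100 before the counts and the fit was added after the data were seen. Where a named gene has a signal below 100, its shared log2 change is given from that fit. Explanations were tested after the results were seen, except that of an offset or scaling on the deposited signals.

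The number of arrays limits the precision. In the comparisons between arrays, the SD of the log2 ratios of 18 hybridization controls was between 0.18 and 0.22, and the larger was taken as the technical spread. The ratio of 3' to 5' signal was 0.912 to 1.08 for the *Gapdh* controls, 1.70 to 1.85 for actin and 2.90 to 4.62 for catalase, the last lower in both mutant samples. The qRT-PCR, reporter and chromatin experiments have no deposited table and were left out.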

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

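Both tests of explanations in this part were chosen only after the result was seen.

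A probe set of *hecd-1*, a ubiquitin ligase gene, moved in opposite directions with copper, with log2 ratios of -1.06 in wild-type animals and 1.42 in *kgb-1* mutants, and the difference was not tested. The screen followed only genes raised by copper, and in the probe sets it left aside 39 were lower with copper in limma's shared test. The epidermal antimicrobial peptides, with 12 probe sets higher with copper, and the O-acyltransferase family, with 4, are gene groups that the paper does not discuss. The paper compared untreated genotypes within its list of copper-induced genes, and over all probe sets 32 were lower in the mutants in the shared test, 6 of them for collagens and the cuticle. *spp-12*, a saposin-like protein gene outside the paper's lists, had a signal of 144 in untreated and 293 in copper-treated mutants, against 4.46 and 6.36 in wild-type animals (log2 difference between genotypes 1.04 with signals below 100 raised to 100, adjusted p = 0.307 from limma with Benjamini-Hochberg adjustment, which does not pass).

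Of 146 probe sets for collagens and the cuticle, 19 had less than 50% of the wild-type signal in untreated *kgb-1* mutants, 18 of them with an untreated wild-type signal of at least 100, and 2 had more than 2 times it with a mutant signal of at least 100. A chance difference of the untreated pair of arrays would leave the 19 near 0 on the copper-treated pair, where their median log2 ratio was -1.69 on the deposited signals. With signals below 100 raised to 100, which makes it a bound, the median of the 18 there was -1.11 and 11 were again below 50%, which argues against chance. More molting larvae among the wild-type animals would lower larval molting genes in the mutants as well, but that list had a median of 0.26, at percentile 99.0 of the random lists, which argues against this 1 difference. It does not cover other differences in stage between the samples, which were not tested and stay open. The genotype itself, the cultures of the 2 strains and RNA quality, for which the ratio of 3' to 5' signal of catalase differed, stay open and were not tested.

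Equal medians, quantile normalization and the offset kept all of the 32 calls lower in the mutants, but 2 remained without the other factor or with signals below 100 raised to 100, and 0 to 3 with an array left out. The list of *msp*, *gsp*, *spe* and *ssp* genes, none of which passed but whose median lay below all random lists, is another group that was lower on the deposited signals. Most of its probe sets carry a suffix for shared sequences, for which the random lists were not matched.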

How the results depend on the processing

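All alternatives in this part were set before the data were examined, except that of raising signals below 100 to 100, which was chosen after the data were seen. Of 4062 values recomputed, no called ratio changed its sign. A list median or ratio is taken as the same within 0.22 on the log2 scale, the technical spread, a tested effect where it still passed, and a count within 1.5 times. The balance of rises and falls did turn over in 2 cases, with equal medians in wild-type animals (165 up and 191 down) and without the copper-treated mutant array in limma's copper test. Of the values for single genes and lists, 677 list medians, 17 ratios of *kreg-1* and *kreg-2* and 2916 values of other named genes stayed the same, 293 of the last moved, and 23 effects no longer passed with signals raised, those of *kreg-1* and *K11H12.4* for copper and genotype among them. No paired analysis was possible because each condition has 1 array and nothing links an array of one genotype to one of the other. Except where stated, the cause was not tested.

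A minimum of 50, which admits more probe sets, gave 608 up and 268 down with copper in wild-type animals and 364 and 256 in *kgb-1* mutants. It gave 135 selected for wild-type animals against 54 selected for the mutants, and 11 higher and 52 lower in the mutants in limma's test. A minimum of 200, which admits fewer, gave 142 and 75 in wild-type animals, 43 down in the mutants, 15 against 5, and 1 higher in the mutants. Without a minimum the counts were 2844 and 1944, 2205 and 2086, and 695 against 449. With signals below 100 raised to 100, wild-type animals had 142 up and 75 down and the mutants 43 down. The selection then gave 15 against 5, and limma's test called 0 higher and 2 lower in the mutants. Of its 32, 23 had no signal below 100, and 1 of these was called again. Scaling to equal medians gave 21 selected for wild-type animals, 138 down with copper and 30 higher and 92 lower in the mutants in limma's test. The offset of 32 gave 145 up in wild-type animals, 41 down in the mutants and 13 against 5. Probe sets without a suffix, which are fewer, gave 46 down in the mutants. Within Table S4 the methods' wording gave 122 for the second list, and a signal in untreated mutants not over that in wild-type animals gave 29 for the third.

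Without the second factor, whose effect then enters the residual, limma called 65 up and 25 down with copper and 0 higher and 2 lower in the mutants. Leaving out an array is possible only without that factor, and the array left alone in its group is taken to vary like the others: without the untreated wild-type array 65 up and 15 down, without the copper-treated wild-type array 92 and 50, without the untreated mutant array 56 and 8, without the copper-treated mutant array 149 and 207. In the same order, 1, 0, 0 and 0 were higher and 2, 0, 0 and 3 lower in the mutants, at an unadjusted p under 0.05 1271, 653, 568 and 415.

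List medians (log2) moved as follows. With a minimum of 50, the 13 screened genes were at 0.28 for copper in the mutants and -0.60 for untreated mutants over wild-type animals, and the O-acyltransferase family at 0.85 and 0.50 for copper in wild-type animals and mutants. With a minimum of 200, the 13 genes were at 1.28 for copper in the mutants, 0.84 for the difference between genotypes and -2.06 for untreated mutants over wild-type animals, the 6 *kreg* genes at 1.71, 0.15 and -2.25, the O-acyltransferase family at 2.27 for copper in wild-type animals and 0.58 between untreated genotypes, the antimicrobial peptides at 1.35 for copper in wild-type animals and larval molting at 0.38 for copper in the mutants. With the offset, the 13 genes were at 1.37 and 0.24 for copper in wild-type animals and mutants and -0.40 between untreated genotypes, the 6 genes at 1.34, 0.15 and -1.09, and the O-acyltransferase family at 1.45 and 1.41 for copper. With equal medians, chemoreceptors were at 0.23 for copper in wild-type animals. With the offset, which pulls ratios of dim signals toward 0, *kreg-1* was at 1.15 for copper in the mutants, -1.59 between untreated and -2.79 between copper-treated genotypes, and *kreg-2* at 1.52 and 0.39 for copper in wild-type animals and mutants, -1.75 and -2.89.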

Differences from the paper's values

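Selected from all probe sets with at least 100 in copper-treated wild-type animals, the third list held 32 probe sets against the paper's 50. The paper states a 2-fold threshold and no signal minimum. Of the alternatives set before the data were examined, the wording of the methods for the second step (39) came within 1.5 times of the paper's 50. A minimum of 50 (135), of 200 (15) or none (695), quantile normalization (27), equal medians (21), the offset (13), only probe sets without a suffix (23) and a basal step at 1.5 times (29) did not. Raising signals below 100 to 100 (15) did not either, and was added after the data were seen. Within the probe sets of Table S4, the same steps gave 53, which include all 50 of Table S6. The methods' wording gave 68 there, of which 35 are in Table S6, so its nearer count is not a closer match of the list. The signal minimum accounts for part of the gap, since 28 of the 50 had less than 100 in copper-treated wild-type animals.

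For *kreg-1*, copper-treated over untreated wild-type animals was 5.87 on the arrays and about 11 in Fig. 3A, read by eye, where the paper's value is from qRT-PCR normalized to *act-1*. None of the alternatives set before the data were examined closed the gap, with 5.71 after quantile normalization, 5.35 with equal medians and 5.12 with the offset.

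The methods describe Table S5 by the induction in *kgb-1* mutants relative to wild-type animals. On the deposited signals 15 of its 68 probe sets had a ratio in the mutants of at least 50% of that in wild-type animals. Among them were those for *T24C4.4* (2.18 in mutants and 2.97 in wild-type animals) and *K09D9.1* (2.30 and 2.20), whose signals are all at least 100. Those for *kreg-1* (log2 ratio 1.71 in mutants and 2.55 in wild-type animals), *K11H12.4* (1.28 and 1.44) and *lys-3* (1.84 and 1.825) were among the 15 as well. Their signals in untreated mutants are below 100. With that signal raised to 100, *kreg-1* rose at least 1.22-fold in the mutants, against 5.87-fold in wild-type animals. Its place among the 15 therefore rests on a signal under the minimum. All 68 met the rule in the legend of Figure S4. Table S5 holds 68 probe sets, and the paper's number of genes is 66.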

Other observations

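Of the tests of explanations in this part, only that of a signal offset or scaling on the deposited signals was chosen before its result was seen, and the others were chosen after.

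Of 24 probe sets for the unfolded protein response of the endoplasmic reticulum, 16 for that of mitochondria, 39 for the proteasome and 12 for hypoxia and hydrogen sulfide, none passed for copper or genotype, also when adjusted over each list alone. In limma 2, 2, 3 and 1 of these were higher and 2, 0, 2 and 0 lower with copper at an unadjusted p under 0.05, as were 1439 of all 11266 in either direction. Of 110 probe sets for ribosomal proteins none passed over all genes tested (2 higher when adjusted over the list alone, 50 higher with copper and 31 lower in the mutants at an unadjusted p under 0.05), with a median log2 ratio of 0.19 in wild-type animals and 0.11 in *kgb-1* mutants, at percentiles 100 and 99.9 of the random lists. In the same comparisons the hybridization controls had medians of 0.11 and 0.04. The random lists were not matched for genes that vary together, so these ranks do not stand for 110 separate changes. Of 31 probe sets for lysozymes and intestinal antimicrobials, *lys-1* rose with copper and *lys-2* was lower in the mutants (2 higher with copper, and 4 lower and 7 higher in the mutants, when adjusted over the list alone), and neither passed with signals below 100 raised to 100 (log2 change 0.52 and -1.13 in both fits, standard error 0.0816 before and 0.0746 after, and 0.127 and 0.124, adjusted p = 0.0590 and 0.0788). Of 41 probe sets for UDP-glucuronosyltransferases 2 rose (1 with signals raised, 4 rose and 1 fell when adjusted over the list alone), among them *ugt-25*, 2.77-fold in wild-type animals and 3.85-fold in the mutants. *cyp-14A5* was the only one of 34 cytochrome P450 probe sets to rise, 2.57-fold and 1.80-fold (7 rose and 1 fell when adjusted over the list alone), and it did not pass with signals raised (log2 change the same in both fits, standard error 0.156 before and 0.169 after, adjusted p = 0.0661). No signal of these 3 genes is below 100, so their calls ended through the moderation and the adjustment, which draw on all probe sets.

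Of 17 probe sets for the pathway, FOS-1 and HDA-1, the 1 that rose with copper was for *fos-1* (2 when adjusted over the list alone). With signals below 100 raised to 100 it did not pass (adjusted p = 0.0706 from limma). *mek-1*, the MAP kinase kinase gene, had 2937 and 2988 in wild-type animals and 2503 and 2365 in the mutants. *hda-1*, the histone deacetylase gene, had 1351 and 1488, and 1449 and 1332. Of 109 genes called higher with copper, 16 lay within 3 genes of another, against a median of 4 in 10000 random lists, of which 99.9% had fewer. Of 33 genes called lower with copper, 4 did, against a median of 0. Of 30 genes called lower in the mutants, 0 did, against a median of 0. Some of the probe sets called higher with copper, such as those for *nlp-29* and *nlp-30*, carry a suffix for shared sequences. The random lists were not matched for this, so the counts do not stand for neighbouring genes that rose separately.

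Of the 334 probe sets of Table S4, 212 were not over 2-fold in *kgb-1* mutants. A higher reading of dim probe sets on the copper-treated wild-type array as the whole cause is argued against by quantile normalization, after which 76.9% of them (163) were still over 2-fold. A lower copper response of many genes in the mutants may be the cause. Its test gave 27 probe sets selected for wild-type animals against 13 for the exchanged rule after quantile normalization (a ratio of 2.08, and 21 against 13 with equal medians). That test repeats an excess known before it was chosen, and its rule compares copper-treated signals and not copper ratios, so this cause is left open. Chance highs of single dim probe sets cannot be told apart from such a lower response for these 212: other probe sets of the same genes, 31 with a signal of at least 100, had a median log2 ratio of 0.24 in wild-type animals, above the 0.01 of all such probe sets but far below the 1.23 of their partners in the table. With 1 array per condition, a peculiarity of the copper-treated wild-type sample would show the same excess.

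*kreg-1* and *K11H12.4* had lower signals in the mutants already without copper, below 100 in both, while for *lys-3* the untreated signals are below 100 in both genotypes, so that its lower signal is measured only with copper. To test a signal offset or scaling of the mutant arrays, the log2 ratios of *kreg-1* and *K11H12.4* were recomputed. They stayed at -1.59 or lower under quantile normalization, equal medians and the offset, though with mutant signals below 100. For *K11H12.4* the ratio stayed at -1.46 or lower with such signals then raised to the minimum. The offset was added to all 4 arrays alike, so it does not test an offset of the mutant arrays alone. The median signals of the untreated arrays differed by only 0.05 on the log2 scale, so equal medians could hardly change the ratios. Quantile normalization could have removed an array-wide difference, and its ratio of -1.75 for *K11H12.4* with signals raised argues against 1 there. For *kreg-1* the version with signals raised gave -0.66 with the offset and decides nothing, since its untreated wild-type signal holds the ratio at -0.89 or above in each setting, but with copper, where both its signals exceed 100, the ratio with the offset was -2.79. A stretch of other DNA around *kgb-1* carried by the mutant strain is argued against for *kreg-1* and *lys-3*, since 0 of these 2 genes lie among the 300 nearest to *kgb-1* and both are on other chromosomes. This covers only DNA near *kgb-1*. Of the genes near *kreg-1* with untreated signals of at least 100, *F53A9.1*, *F53A9.6*, *F53A9.8* and *F53A9.9* were also lower in untreated mutants (log2 ratios -0.94, -0.62, -0.36 and -0.44). *K09E2.3* was higher (0.22). None of these passed for genotype, and the cause was not tested. For *K11H12.4*, 43 genes from *kgb-1*, a stretch of other DNA around *kgb-1* and an effect of the missing kinase cannot be told apart. Of the probe sets 4-fold or more apart between untreated genotypes, 6.67% (1 of 15) lie among those 300 genes. That 1 is *K11H12.4* itself and none of the others lies there, so the share does not decide its cause.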
